# Depletion of Adipose Stroma-Like Cancer-Associated Fibroblasts Potentiates Pancreatic Cancer Immunotherapy

**DOI:** 10.1158/2767-9764.CRC-24-0298

**Published:** 2025-01-02

**Authors:** Joseph Rupert, Alexes Daquinag, Yongmei Yu, Yulin Dai, Zhongming Zhao, Mikhail G. Kolonin

## Abstract

Immune checkpoint blockade therapy, transformative in some cancer types, has remained ineffective for patients with pancreatic cancer. The effects of subpopulations of cancer-associated fibroblasts (CAF) on cancer progression and therapy resistance are incompletely understood. In this study, the roles of CAFs expressing platelet-derived growth factor receptor β (*Pdgfrb*) and of CAFs expressing markers of adipose stromal cells (ASC) were analyzed in mice with pancreatic ductal adenocarcinoma. Ablation of *Pdgfrb*+ cells resulted in suppression of primary pancreatic tumor growth, reduction of extracellular matrix deposition, and increased cancer cell metastasis to the liver. A peptide D-CAN, which induces apoptosis in ASC-like CAFs, also reduced pancreatic tumor growth and extracellular matrix deposition while promoting metastases. Single-cell RNA sequencing demonstrated that depletion of either *Pdgfrb+* or ASC-like CAFs decreased frequencies of tumor endothelial cells and viable cancer cells. However, whereas depletion of *Pdgfrb+* CAFs led to stronger induction of cancer cell aggressiveness markers, depletion of ASC-like CAFs had an opposite effect on remaining CAFs. Depletion of ASC-like CAFs using D-CAN also led to higher infiltration of cytotoxic T-lymphocytes and B-lymphocytes. Administration of anti-PDL1 antibody (aPDL1), which inhibits the immune checkpoint, had a stronger suppressive effect on tumor growth when combined with D-CAN in both female and male mice. Liver metastases were also reduced by the D-CAN/aPDL1 combination more effectively than by aPDL1 alone in female mice. We conclude that improved approaches to target ASC-like CAFs may be effective in combination with immunotherapy.

**Significance:**

This study shows that populations of CAFs have distinct effects on pancreatic cancer progression and shows that depletion of CAFs expressing adipose markers potentiates tumor/metastasis suppression effects of immune checkpoint blockade.

## Introduction

Pancreatic cancer is the third deadliest cancer in the United States. The median survival time of patients with pancreatic ductal adenocarcinoma (PDAC) is 6 to 12 months (1). Patients mostly present with disseminated disease, and the majority of patients are offered palliative chemotherapy because immune checkpoint blockade therapy, transformative in some cancer types, has remained ineffective for PDAC (2). The tumor microenvironment (TME) plays an important role in the progression to aggressive disease (3). Cancer-associated fibroblasts (CAF) are a heterogeneous and plastic population of nonmalignant mesenchymal tumors cells that are recruited early in cancer and evolve as disease progresses to modulate tumor growth, metastatic dissemination, chemotherapy resistance, and immunosuppression (4). There are two major subtypes of CAFs observed in carcinomas, one exhibiting a matrix-producing contractile phenotype and the other an immunomodulatory phenotype, termed myCAFs and iCAFs, respectively (5). In PDAC, CAFs most proximal to the cancer cells exhibit high α smooth muscle actin (αSMA) expression that is associated with high TGFβ signaling, which promotes differentiation of contractile CAFs (myCAFs) and inhibits differentiation of inflammatory CAFs (iCAFs) via suppression of the IL1 receptor (6). In addition, CAFs that express MHC II and CD74, termed “antigen-presenting CAFs” (apCAF), have been described (5, 7).

It has been proposed that CAFs can arise from local organ-resident fibroblasts and transdifferentiate from other cell types (4). In animal models of PDAC, pancreatic stellate cells have turned out to contribute minimally to CAFs, and the origin of CAFs conferring PDAC prometastatic and chemoresistant properties seems to be distinct (8). Increased aggressiveness of pancreatic and other carcinomas is associated with obesity, the condition of white adipose tissue (WAT) overgrowth (9). WAT has been uncovered as a source of CAFs (10) that retain the gene expression signature of normal adipose stromal cells (ASC), the mesenchymal stromal cells of WAT (11). Our studies in mouse models have shown that ASCs recruited by tumors and becoming CAFs promote cancer progression (12). They have revealed a role of these ASC-like CAFs in epithelial–mesenchymal transition induction and chemotherapy resistance (13, 14). The role of ASC-like CAFs in immune evasion and their effect on immunotherapies has not been explored.

## Materials and Methods

### Murine model of PDAC

All mouse experiments were approved by and performed in accordance with the University of Texas Health Science Center at Houston Institutional Animal Care and Use Committee. Mice were housed in a barrier facility with *ad libitum* access to food and water and were maintained on a twelve-hour light/dark cycle. All mice used in experiments were made obese by feeding a high-fat diet (D12451i; Research Diets, Inc.) for 24-week prior to experiments. KPC FC1242 cells originally isolated from the LSL-KrasG12D:LSL-Trp53R172H:Pdx1-Cre genetic murine model of PDAC (15) were orthotopically implanted into mice as described (16). Briefly, 12-month-old obese mice were anesthetized using inhaled isoflurane, subcutaneously injected with Ethiqa XR (3 mg/kg), and placed in lateral recumbency on their right side. The mice were shaved and aseptically prepped. A small incision was made into the abdomen, and the pancreas and spleen retracted. Using a 28G needle and a 1-mL syringe, KPC cells were injected into the pancreas (100,000 cells/100 μL PBS) over a period of 30 second. The abdominal musculature was sutured, and the skin was closed using metal wound clips.

### Mouse treatment

Depletion of *Pdgfrb-*expressing cells was achieved using the Pdgfrb-TK mouse strain, which has thymidine kinase expression controlled by the *Pdgfrb* promoter, inducing apoptosis in *Pdgfrb+* cells upon administration of ganciclovir (GCV). GCV (Sigma-Aldrich, Cat. #G2536) was intraperitoneally injected at 50 mg/kg every other day for 25 days in Pdgfrb-TK mice as described (17). D-CAN, the ASC-homing cyclic peptide CSWKYWFGEC (18) linked via aminohexanoic acid with an apoptosis-inducing peptide KFAKFAKKFAKFAK, was synthesized from D-amino acids by AmbioPharm (14, 19). Lyophilized D-CAN was reconstituted using PBS and subcutaneously injected at 30 mg/kg every other day in C57BL/6J mice (#000664; Jackson Laboratories) for 25 days. Antibody against anti-PDL1 (aPDL1; clone 10F.9G2 #BE0101; BioXCell) was intraperitoneally injected twice a week at 10 mg/kg in PBS in C57BL/6J mice. Vehicle control mice received injections of PBS. IVIS imaging was performed as described using Xenogen (14). Mice were euthanized by cervical dislocation, and tumors were excised and weighed using an analytical scale. All mice were included into analyses.

### Tissue analysis

Portions of tumors were fixed in 10% neutral buffered formalin for 72 hours for paraffin embedding, and tumor cross-sections (5 μm) were cut for histology. Hematoxylin/eosin staining was performed as described (13). Trichrome staining was performed using a commercially available kit (HT15-1KT; Sigma-Aldrich). Tumors and livers were individually minced and digested with collagenase and dispase. Cell suspensions were strained and processed for single-cell RNA sequencing (scRNA-seq) analysis (tumor) or metastasis quantification (liver). An aliquot of 200,000 cells was taken from each tumor single-cell suspension and pooled according to treatment (i.e., PBS, GCV, and D-CAN) for a total of 600,000 cells per treatment group. For each mouse, one half of the right liver lobe was removed and fixed in 10% neutral buffered formalin, whereas the remaining liver in its entirety was digested into a single-cell suspension. To quantify metastases, individual liver cell suspensions were normalized by plating (1 × 10^6^ cells/well) in triplicate in 6-well plates in DMEM (SH30243.01; Cytiva) supplemented with 20% FBS for 7 days and fixed using cooled methanol (−20°C) for 20 minutes, and colonies were visualized using crystal violet stain. Samples were blinded for analysis.

### scRNA-seq

scRNA-seq was performed using 8,000 cells and 31,000 reads for each treatment group. As previously described (13), single-cell capture and library construction were performed with Chromium Single Cell 3ʹ Reagent Kit v3.1. Barcoded single-cell gel beads were loaded onto Chromium Next GEM ChipG (PN-1000120). After running on 10× Chromium Single-Cell Controller, gel beads in emulsion were generated. The barcoded and full-length cDNAs were produced after incubation of the gel beads in emulsion and amplified via PCR. Library was qualified by Agilent Bioanalyzer 2100 and quantified by RT-PCR on QuantStudio3. Sequencing was performed with the Illumina NextSeq 550 System using High Output Kit v2.5 (50,000 reads per cell). The Cell Ranger Single-Cell Software Suite v.3.1.0 was used for bioinformatic analysis. The reads were aligned to the mouse transcriptome reference (mm10, Ensembl 93) with STAR. Raw read count tables were analyzed using the Seurat (v3.1.1) pipeline on R platform (3.5.2). FindVariableGenes was used to calculate the principal components. Cell clusters were identified using the Shared Nearest Neighbor algorithm with a resolution parameter of 0.8. Uniform Manifold Approximation and Projection for Dimension Reduction and t-distributed stochastic neighbor embedding clusters of cells were identified based on the first 10 principal components, and feature plots were displayed with the log (raw read count +1) of gene/cell.

### Statistical analysis

Microsoft Excel and GraphPad Prism were used to graph data as the mean ± SD and to calculate *P* values using the homoscedastic Student *t* test for comparison of two groups or one-way ANOVA for comparison of three or more groups. *P* < 0.05 was considered significant. The total sample size was at least *N* = 3 per group, and experiments were repeated at least twice with similar results.

### Data availability

The datasets generated for this study can be found in the Gene Expression Omnibus database GSE256025, Token onmruiyuxjqrfyr. Other data generated in this study are available upon request from the corresponding author.

## Results

### Depletion of *Pdgfrb+* cells suppresses extracellular matrix deposition and tumor growth but promotes metastasis

To investigate the role of *Pdgfrb-*expressing stromal cells in the TME, we utilized the KPC orthotopic model of PDAC (16). To establish the effect of stromal cell depletion during tumor growth, *Pdgfrb-TK* males were orthotopically grafted with KPC cells and immediately received i.p. injections of PBS or GCV every other day for 25 days and then euthanized (Supplementary Fig. S1A and S1B). At euthanasia, *Pdgfrb-TK*/GCV mice had smaller tumor mass compared with *Pdgfrb-TK*/PBS mice (Fig. 1A and B). Increased necrosis and worse tumor differentiation, the ability of tumor epithelial cells to resemble pancreatic ductal cells and form cancerous ducts, has been linked with increased metastasis (20). Tumors from *Pdgfrb-TK*/GCV mice displayed more necrosis and less differentiated tumors than tumors from control mice (Fig. 1C; Supplementary Fig. S1C). As apparent from trichrome staining, *Pdgfrb-TK*/GCV mice had lower collagen deposition in the tumor stroma compared with control mice (Fig. 1C). Tumors from *Pdgfrb-TK*/GCV mice also had a reduction in stroma expressing αSMA (Fig. 1C). There were no visible metastases in the liver upon gross observation. However, liver single-cell suspensions plated in culture allowed quantification of metastatic cells [Fig. 1D (right)]. There were significantly more colonies formed from livers of *Pdgfrb-TK*/GCV mice versus controls (Fig. 1D).

**Figure 1:**
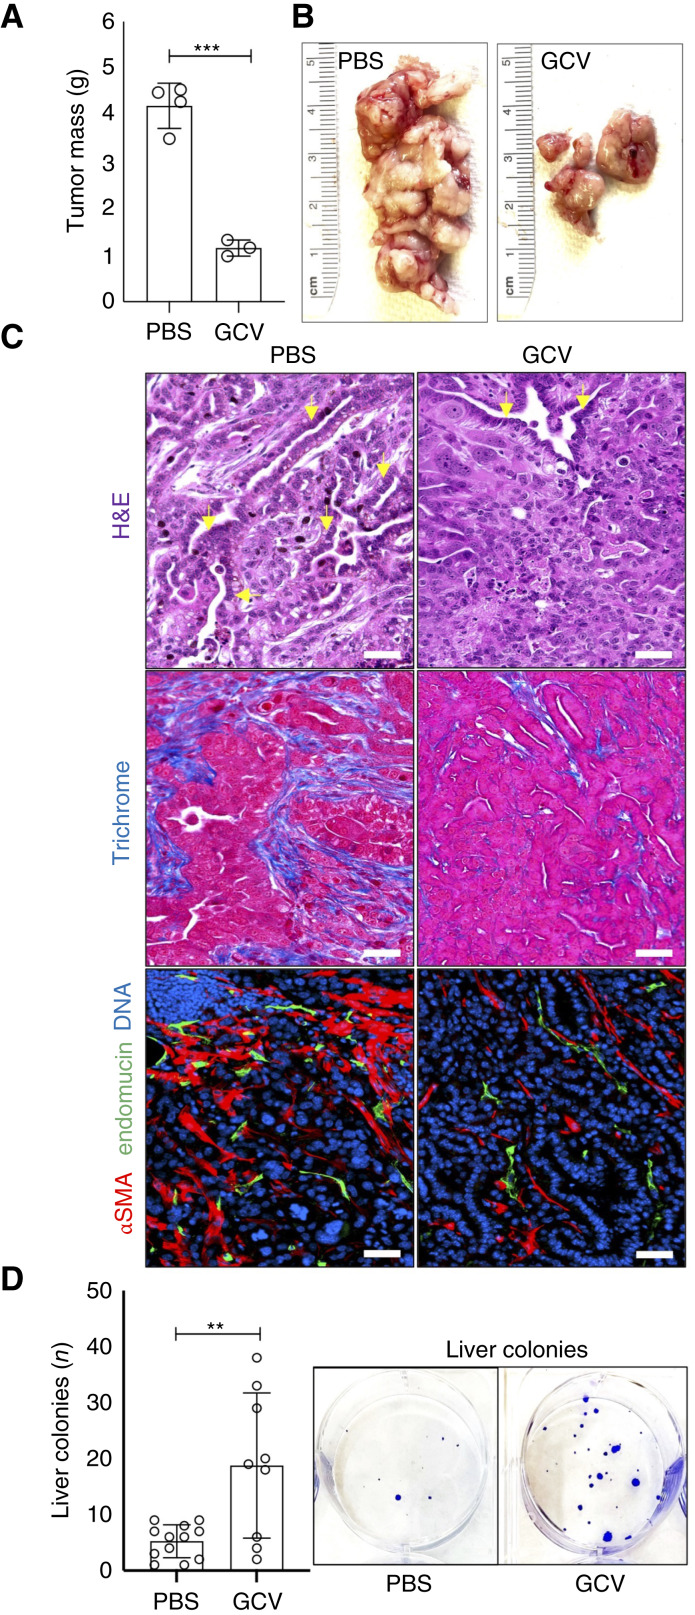
The effect of *Pdgfrb*+ CAF depletion on orthotopic PDAC progression. Tissues resected from *Pdgfrb-TK* male mice after 25 days of GCV (*N* = 3) or control PBS (*N* = 4) treatment were analyzed. **A,** KPC tumor size upon resection. **B,** Representative resected KPC tumors. **C,** Paraffin sections of tumors in **B** stained with hematoxylin/eosin, trichrome blue, or subjected to αSMA and endomucin (endothelial marker) immunofluorescence. Arrows indicate examples of well-differentiated KPC cells forming cancerous ducts. Scale bar, 50 μm. **D,** Quantification of KPC cells in livers based on colony counts. Images: representative wells. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.005; Student *t* test. H&E, hematoxylin and eosin.

To determine if cancer progression was affected by acute necrosis and inflammation caused by short-term depletion of *Pdgfrb+* cells, we used the same model to test the long-term effects of *Pdgfrb*+ cell depletion. *Pdgfrb-TK* mice received 13 cycles of GCV or PBS pretreatment over 25 days, left to recover for 2 months, and then orthotopically grafted with KPC cells (Supplementary Fig. S1D and S1E). For *Pdgfrb-TK*/GCV pretreated mice, tumor growth was also decreased compared with control mice 25 days after implantation (Supplementary Fig. S1F).

### Depletion of ASC-like CAFs suppresses extracellular matrix deposition and tumor growth

We next investigated the effects of ablating CAFs expressing markers of ASCs previously shown to be recruited by carcinomas (21). We used a hunter–killer peptide D-CAN, which specifically homes to and induces apoptosis primarily in ASCs and their derivatives expressing nonglycanated decorin and PDGFRβ (14, 19). KPC cells were orthotopically implanted into male mice, which then received s.c. injections of PBS or D-CAN every other day for 25 days and were then euthanized (Supplementary Fig. S1G and S1H). At euthanasia, mice treated with D-CAN had smaller tumor mass than control mice (Fig. 2A and B). Mice treated with D-CAN also had decreased differentiation of tumor epithelial cells (Fig. 2C; Supplementary Fig. S1I). Depletion of ASCs resulted in reduction of collagen deposition in the tumor stroma, as evident from trichrome staining (Fig. 2C). Tumors from D-CAN–treated mice had a reduction in cells expressing αSMA (Fig. 2C). Liver metastases were not visible by gross observation. However, metastatic dissemination quantified via liver cell plating [Fig. 2D (right)] revealed significantly higher cancer cell numbers in livers of D-CAN–treated mice (Fig. 2D).

**Figure 2:**
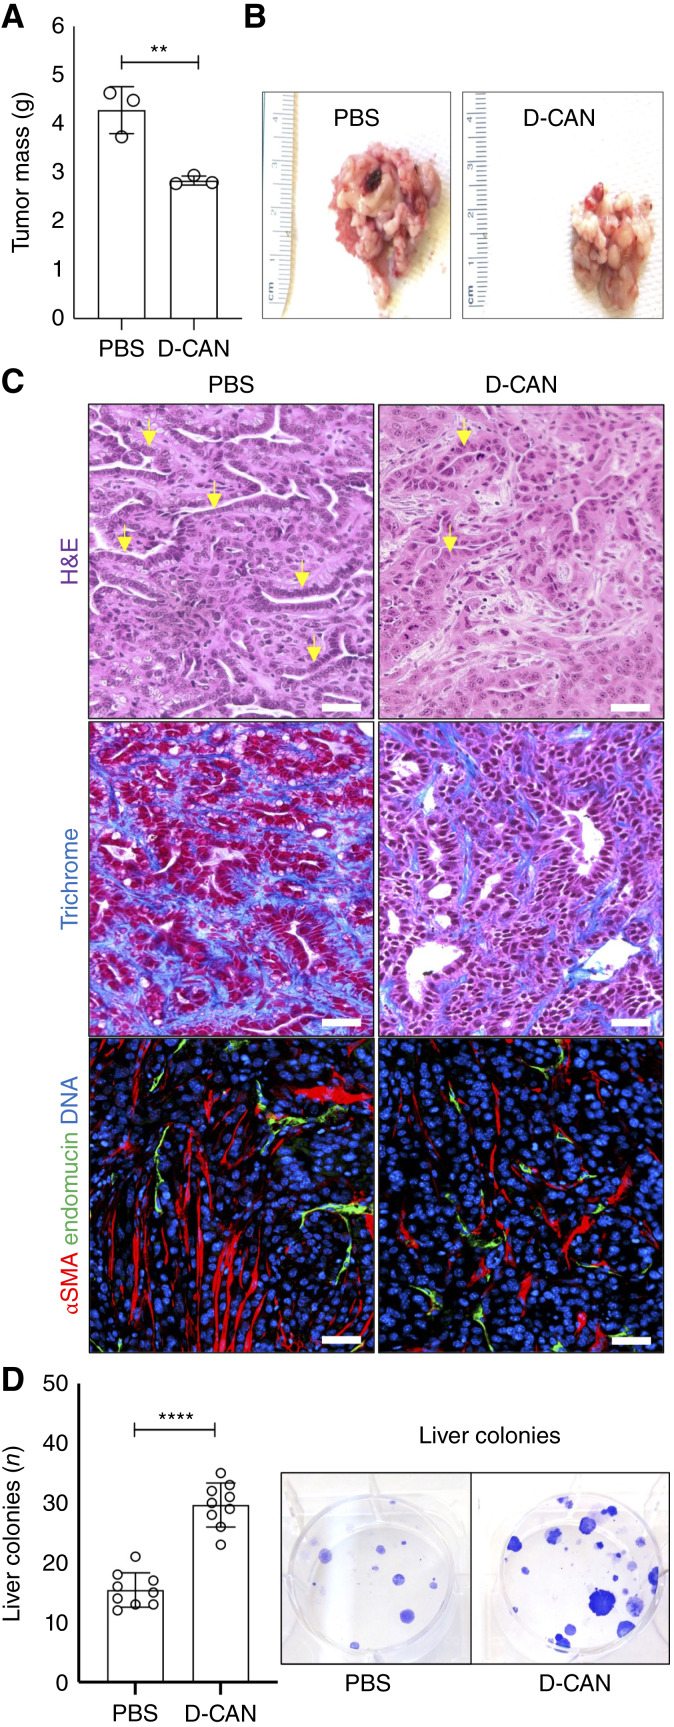
The effect of ASC-like CAF depletion on orthotopic PDAC progression. Tissues resected from male mice after 25 days of D-CAN (*N* = 3) or control PBS (*N* = 3) treatment were analyzed. **A,** KPC tumor size upon resection. **B,** Representative resected KPC tumors. **C,** Paraffin sections of tumors in **B** stained with hematoxylin/eosin, trichrome blue, or subjected to αSMA and endomucin immunofluorescence. Arrows indicate examples of well-differentiated KPC cells forming cancerous ducts. Scale bar, 50 μm. **D,** Quantification of KPC cells in livers based on colony counts. Images: representative wells. *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.001, Student *t* test. H&E, hematoxylin and eosin.

### Depletion of *Pdgfrb+* and ASC-like CAFs has distinct effects on PDAC and the TME

Next, we compared the effects of depleting *Pdgfrb-*expressing CAFs and ASC-like CAFs on cell populations and gene expression in the PDAC TME using scRNA-seq to analyze tumors from *Pdgfrb-TK* mice and D-CAN–treated mice. 

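scRNA-seq covered 4 libraries, 1 for each condition: Pdgfrb-TK mice given GCV (Pdgfrb-TK/GCV), Pdgfrb-TK mice given PBS (Pdgfrb-TK/PBS), wild-type mice given D-CAN (D-CAN) and wild-type mice given PBS (WT/PBS). GCV was given at 50 mg/kg and D-CAN at 30 mg/kg over 25 days, and the mice had been fed a high-fat diet for 24 weeks before. The protocol text of the sample labels describes nuclei of another tissue, so the libraries were matched to the conditions by their titles. Cell suspensions of the tumors were pooled by treatment before capture, so no difference between conditions has a replicate check, and cells are not replicates. The authors counted unique molecular identifiers (UMIs) per gene and cell against mm10 and deposited these counts without normalization. The deposited counts hold 12280 cells in Pdgfrb-TK/GCV, 10495 cells in Pdgfrb-TK/PBS, 10786 cells in D-CAN and 11657 cells in WT/PBS. Their totals are 127722502 UMIs in Pdgfrb-TK/GCV, 84020317 UMIs in Pdgfrb-TK/PBS, 130115741 UMIs in D-CAN and 155408336 UMIs in WT/PBS. The median number of UMIs per cell was 6950 in Pdgfrb-TK/GCV, 5185 in Pdgfrb-TK/PBS, 3963.5 in D-CAN and 7393 in WT/PBS, and no cell had fewer than 500. The paper gives 8000 cells per treatment group; all values here use the deposited cells. Cells with at least 200 genes were kept, which left 12280 in Pdgfrb-TK/GCV, 10469 in Pdgfrb-TK/PBS, 10178 in D-CAN and 11627 in WT/PBS. No limit was set on mitochondrial genes; cells with more than 20% of their UMIs on them made up 4.48% in Pdgfrb-TK/GCV, 8.50% in Pdgfrb-TK/PBS, 33.1% in D-CAN and 18.4% in WT/PBS. All 4 libraries were clustered together on 2000 variable genes and the first 10 principal components, with a shared nearest neighbor graph at a resolution of 0.8, and clusters were named from fixed marker lists that leave out Pdgfrb and Dcn. Each treated library was set against the PBS library of its own model. For expression, counts were summed per library and cell class and given as CPM, counts scaled to the total of those cells, and ratios are log2 values with 1 CPM added to each side. Shares have exact 95% Clopper-Pearson intervals, CPM values exact Poisson intervals and folds exact conditional binomial intervals, given in parentheses; all of them cover counting error only. As a check of the host's sex, Xist lay between 0.0579 and 0.0952 CPM and Ddx3y between 50.5 and 58.5 CPM over all cells of the 4 libraries.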

Data were collectively analyzed using unsupervised clustering and t-distributed stochastic neighbor embedding. After annotation based on gene expression profiles unique to certain cell types was performed, nine clusters were assigned (Fig. 3A and B). In addition to the majority of KPC tumor cells (tumor), a subcluster of KPC cells with high expression of genes linked with cancer aggressiveness was detected (tumor X). 

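Of the cells kept, KPC tumor cells made up 64.3% (63.4 to 65.1) in Pdgfrb-TK/GCV and 63.4% (62.5 to 64.3) in Pdgfrb-TK/PBS, a fold of 1.01 (0.981 to 1.05). In the other model they made up 36.4% (35.4 to 37.3) in D-CAN and 44.8% (43.9 to 45.7) in WT/PBS, a fold of 0.812 (0.778 to 0.847). Against its own PBS library, the GCV fold was below 1 under 7 of the 8 alternatives set beforehand, down to 0.829 with at least 500 genes per cell, and above 1 only with doublets removed, at 1.01. With WT/PBS as control it was 1.44. Cluster 25, a KPC cluster with few UMIs per cell, is counted in; without it among the KPC tumor cells the GCV fold was 0.816, and with its cells left out altogether 0.930, both chosen after the data were seen. The D-CAN fold lay between 0.574 with Pdgfrb-TK/PBS as control and 1.15 with each model clustered alone, the 1 alternative above 1. Neutrophils made up 2.80% in Pdgfrb-TK/GCV against 4.62% in its PBS library, and 6.00% in D-CAN against 3.80%. Neutrophils thus had folds of 0.606 (0.526 to 0.697) and 1.58 (1.40 to 1.79). The 2 PBS libraries themselves lay apart: the KPC share of Pdgfrb-TK/PBS was 1.42-fold (1.37 to 1.47) that of WT/PBS. Some clusters received no name. Those low in UMIs with a median of more than 20% mitochondrial UMIs over the 4 libraries together held 2.56% in Pdgfrb-TK/GCV, 14.1% in Pdgfrb-TK/PBS, 21.2% in D-CAN and 18.6% in WT/PBS. Clusters with markers of more than 1 type held 2.61% in Pdgfrb-TK/GCV, 2.16% in Pdgfrb-TK/PBS, 1.30% in D-CAN and 3.23% in WT/PBS. A myeloid cluster low in UMIs held 4.66% in Pdgfrb-TK/GCV, 4.43% in Pdgfrb-TK/PBS, 5.61% in D-CAN and 2.02% in WT/PBS, and a cluster with CAF markers and a mesothelial leading gene 2.07% in Pdgfrb-TK/GCV, 2.85% in Pdgfrb-TK/PBS, 1.35% in D-CAN and 2.85% in WT/PBS.

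**Figure D1:**
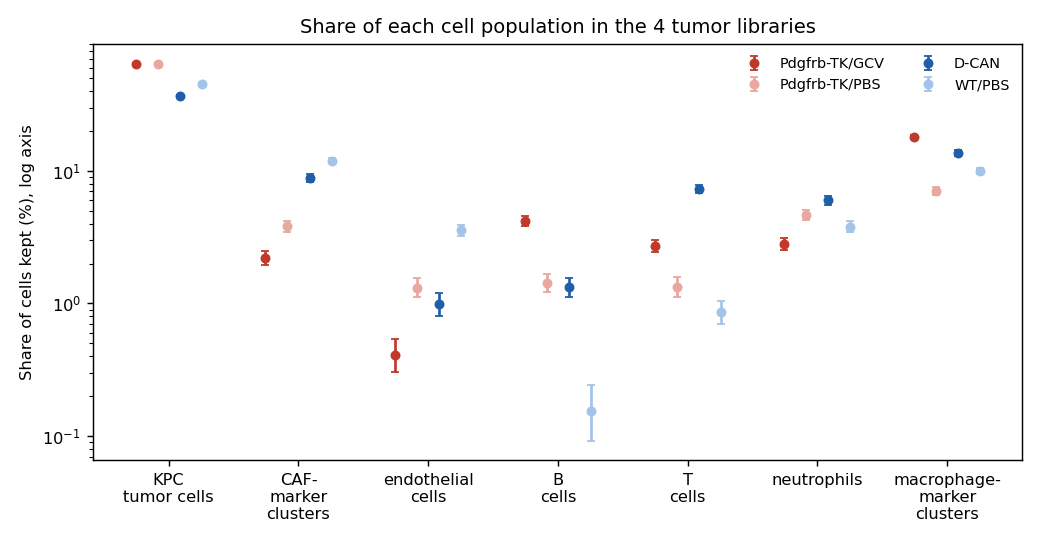
Share of each cell population among the cells kept (percent) in the 4 libraries, 1 library per condition, with exact 95% Clopper-Pearson intervals that cover counting error only. KPC tumor cells range from 36.4% in D-CAN to 64.3% in Pdgfrb-TK/GCV.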

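The KPC tumor cells fell into 8 clusters, of which 22, 25 and 30 took a larger share of Pdgfrb-TK/GCV than of any other library, while 27, 28 and 31 took their largest share in Pdgfrb-TK/PBS. Cluster 22 held 18.3% in Pdgfrb-TK/GCV, 8.57% in Pdgfrb-TK/PBS, 10.8% in D-CAN and 9.19% in WT/PBS. For cluster 30 the shares were 7.79% in Pdgfrb-TK/GCV, 2.62% in Pdgfrb-TK/PBS, 3.03% in D-CAN and 3.94% in WT/PBS. Cluster 25 held 15.1% in Pdgfrb-TK/GCV, 3.12% in Pdgfrb-TK/PBS, 4.35% in D-CAN and 3.33% in WT/PBS, and its cells had a median of 866 UMIs, below the other 7 KPC clusters. Markers of host cell types stood there at 64.6% of their level over all cells of Pdgfrb-TK/GCV. In clusters 27 and 28 the shares fell from 13.7% and 12.8% in Pdgfrb-TK/PBS to 3.62% and 2.74% in Pdgfrb-TK/GCV.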

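Clusters 23 and 29, with few UMIs per cell and no marker among their 10 leading genes, were left unnamed. Cluster 23, whose leading genes are all mitochondrial, held 1.42% in Pdgfrb-TK/GCV, 3.31% in Pdgfrb-TK/PBS, 18.0% in D-CAN and 15.1% in WT/PBS, with a median of 1251 UMIs per cell. Its median share of UMIs on mitochondrial genes was 2.46% in Pdgfrb-TK/GCV, 9.61% in Pdgfrb-TK/PBS, 72.4% in D-CAN and 36.5% in WT/PBS. Cluster 29 held 1.14% in Pdgfrb-TK/GCV, 10.8% in Pdgfrb-TK/PBS, 3.24% in D-CAN and 3.56% in WT/PBS, with 14.8%, 17.0%, 56.6% and 24.4% on mitochondrial genes in the same order. The summed level of the macrophage and monocyte markers in cluster 23 was 278 CPM in Pdgfrb-TK/GCV, 159 CPM in Pdgfrb-TK/PBS, 105 CPM in D-CAN and 93.2 CPM in WT/PBS, against 83.9, 45.2, 34.1 and 21.6 CPM over the KPC tumor cells of the same libraries. In cluster 29 these markers summed to 208, 108, 44.5 and 23.5 CPM in the same order, and in cluster 25, the KPC cluster with the fewest UMIs, to 558, 236, 93.2 and 62.8. Cluster 32, which had markers of KPC tumor cells and of macrophages at similar levels, reached 1795, 1575, 2243 and 1276 CPM, with a median of 4.8% of UMIs on mitochondrial genes and 16732 UMIs per cell; cell pairs caught in 1 droplet were not removed. Counted together with KPC tumor cells, clusters 23 and 29 brought the share to 66.8% in Pdgfrb-TK/GCV, 77.5% in Pdgfrb-TK/PBS, 57.6% in D-CAN and 63.4% in WT/PBS. In cluster 23, markers of host cell types stood at 175.9%, 155.2%, 31.45% and 51.04% of their level over all cells of these libraries, in that order. In cluster 29 they stood at 25.7%, 37.63%, 12.95% and 10.76%. Counting cluster 23 with KPC tumor cells is thus doubtful, at least in the Pdgfrb-TK libraries.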

Another KPC subcluster had high expression of monocyte markers and mitochondrial genes (MT + tumor), suggesting these cells to be dying cancer cells engulfed by macrophages. 

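Clusters 4, 9, 10, 12 and 20 carried CAF markers such as Col1a1, Col3a1, Lum and Pdgfra. Each was set against the other CAF-marker clusters by the median log2 ratio of 10 iCAF genes (among them Il6, Cxcl12, Clec3b and C3), 10 myCAF genes (among them Acta2, Tagln, Thbs2 and Cthrc1) and 6 apCAF genes (H2-Aa, H2-Ab1, H2-Eb1, Cd74, Slpi and Saa3). The iCAF list stood highest in cluster 9, at 1.91, and the myCAF list in cluster 12, at 1.12. Cluster 4, whose leading genes include the mesothelial marker Wt1 and no CAF marker, stood highest for the apCAF list, at 1.59. Cluster 10 lay at 0.16 for the iCAF list, and cluster 20 at 0.46 for the myCAF list. Of the cells of cluster 9, 90.8% came from D-CAN, and of those of cluster 10, 97.8% came from WT/PBS, and with 1 library per condition such a cluster can reflect the library and not a cell type.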

CAFs roughly corresponded to previously reported subclusters, iCAFs, myCAFs, and apCAFs. 

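Clusters with the markers of ECs (such as Pecam1, Cdh5 and Kdr) held 50 cells in Pdgfrb-TK/GCV, 138 cells in Pdgfrb-TK/PBS, 101 cells in D-CAN and 414 cells in WT/PBS. The named macrophage and monocyte clusters, with markers such as C1qa, Adgre1 and Csf1r, held 1645 cells in Pdgfrb-TK/GCV, 273 cells in Pdgfrb-TK/PBS, 813 cells in D-CAN and 924 cells in WT/PBS. Together with an unnamed myeloid cluster (cluster 0) they are called the macrophage-marker clusters here, with 2217 cells in Pdgfrb-TK/GCV, 737 cells in Pdgfrb-TK/PBS, 1384 cells in D-CAN and 1159 cells in WT/PBS. The B cell clusters (such as Cd79a and Ms4a1) held 517 in Pdgfrb-TK/GCV, 150 in Pdgfrb-TK/PBS, 135 in D-CAN and 18 in WT/PBS, the T cell clusters (Cd3e, Cd3d and Trac) 334 in Pdgfrb-TK/GCV, 140 in Pdgfrb-TK/PBS, 746 in D-CAN and 100 in WT/PBS, and the neutrophil clusters (S100a8, S100a9 and Csf3r) 344 in Pdgfrb-TK/GCV, 484 in Pdgfrb-TK/PBS, 611 in D-CAN and 442 in WT/PBS. Among the T cell clusters, cluster 6 was found in all libraries, while 98.5% of cluster 16 and 84.4% of cluster 19 came from D-CAN. Cluster 0 had a median of 1913.5 UMIs per cell and was led by H2-Eb1, H2-Ab1, H2-Aa and Ciita, with no macrophage marker among its 10 leading genes.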

Other major clusters were identified as endothelial cells (EC), macrophages, B cells, T cells, and neutrophils. In both models of CAF depletion, there was a decrease in CAFs: −3.2-fold for *Pdgfrb-TK*/GCV and −2.1-fold for D-CAN. 

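Cells of the CAF-marker clusters (4, 9, 10, 12 and 20) made up 2.21% (1.95 to 2.48) of Pdgfrb-TK/GCV and 3.81% (3.45 to 4.2) of Pdgfrb-TK/PBS, 1.73-fold (1.48 to 2.02) lower after GCV. They made up 8.82% (8.28 to 9.39) of D-CAN and 11.9% (11.4 to 12.6) of WT/PBS, 1.35-fold (1.24 to 1.47) lower after D-CAN. These names were rebuilt from marker lists, since the deposited counts carry no cell annotation. Of the 271 CAF-marker cells of Pdgfrb-TK/GCV, 254 are of cluster 4, which was left unnamed because its leading genes hold a mesothelial marker and no CAF marker. Over the named CAF clusters only, chosen after the data were seen, 17 cells of Pdgfrb-TK/GCV stood against 101 of Pdgfrb-TK/PBS, 6.97-fold (4.14 to 12.4) lower, and the share after D-CAN was 1.22-fold (1.11 to 1.34) lower. The PBS libraries of the 2 models differed by more than either treatment, the share of Pdgfrb-TK/PBS being 0.319-fold (0.285 to 0.357) that of WT/PBS. With the PBS library of the other model as control, the D-CAN share was 2.31-fold that of the control, so its direction reversed, and the share after GCV was 0.185-fold. By cluster, number 4 held 2.07% in Pdgfrb-TK/GCV, 2.85% in Pdgfrb-TK/PBS, 1.35% in D-CAN and 2.85% in WT/PBS. Number 12 fell from 0.640% to 0.0326% after GCV and from 3.61% to 1.05% after D-CAN. Number 9 held 0.0977% against 0.315% with GCV and 6.04% against 0.146% with D-CAN, and number 10 0.00814% against 0% and 0.128% against 5.30%. Number 20 had 0% and 0.00955% in the Pdgfrb-TK model and 0.256% and 0.0344% in the other. Pericytes, named from 3 pericyte markers among the leading genes (Rgs5 first) of a cluster in which CAF markers were detected in more cells, made up 0.122% against 0.736%, a fold of 0.166, and 1.56% against 3.06%, a fold of 0.510.
The genes behind the targets are Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) and Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143), positions on GRCm38/mm10. By the paper, D-CAN homes to cells with PDGFRβ and nonglycanated decorin. Dcn RNA does not tell that form of decorin apart, so it does not measure the target of D-CAN. In CAF-marker cells Pdgfrb stood at 51.9 CPM (44.4 to 60.2) after GCV and 226 CPM (207 to 246) in Pdgfrb-TK/PBS, a fold of 0.230 (0.192 to 0.273), and at 267 and 170.4 CPM in D-CAN and WT/PBS. Dcn stood at 2625 and 2397 CPM in the Pdgfrb-TK model and at 3226 CPM (3193 to 3259) in D-CAN and 1566 CPM (1547 to 1584) in WT/PBS, a fold of 2.06 (2.03 to 2.09). With every cell thinned to 2000 UMIs, the share of CAF-marker cells with a Pdgfrb UMI was 12.1% in Pdgfrb-TK/GCV, 32.5% in Pdgfrb-TK/PBS, 34.7% in D-CAN and 28.6% in WT/PBS, with 6, 18, 19 and 16 shallower cells left out. Without thinning it was 35.1% in Pdgfrb-TK/GCV, 46.9% in Pdgfrb-TK/PBS, 72.6% in D-CAN and 66.4% in WT/PBS, at median depths, in the same order, of 11070, 4896, 10666.5 and 11879 UMIs. In KPC tumor cells, taken as background, the thinned shares were 0.0985% in Pdgfrb-TK/GCV, 0.0643% in Pdgfrb-TK/PBS, 0.145% in D-CAN and 0.490% in WT/PBS, at median depths, in that order, of 10407, 8742, 20321 and 15149 UMIs. Of CAF-marker cells, 81.5%, 86.6%, 85.1% and 77.3% had a Dcn UMI when thinned, again in that order, and 93.0%, 92.7%, 95.2% and 92.5% unthinned; in KPC tumor cells the thinned shares were 0.838%, 1.08%, 1.51% and 1.71%.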

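ECs made up 0.407% (0.302 to 0.536) of the cells of Pdgfrb-TK/GCV and 1.32% (1.11 to 1.55) of those of Pdgfrb-TK/PBS, 3.24-fold (2.33 to 4.57) lower. In the other model they made up 0.992% (0.809 to 1.2) with D-CAN and 3.56% (3.23 to 3.91) with PBS, 3.59-fold (2.88 to 4.51) lower. Against the PBS library of the other model the share after D-CAN was 0.753-fold that of the control, and the share of Pdgfrb-TK/PBS was itself 0.370-fold (0.303 to 0.450) that of WT/PBS. Emcn, which encodes endomucin, had 1022 CPM in the ECs of Pdgfrb-TK/GCV, 849 in Pdgfrb-TK/PBS, 546 in D-CAN and 866 in WT/PBS.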

There was also a decrease for ECs (−3.4-fold for *Pdgfrb-TK*/GCV and −3.25-fold for D-CAN). In contrast, there were increases in B cells (+3.1-fold for *Pdgfrb-TK*/GCV and +7-fold for D-CAN) and T cells (+2.1-fold for *Pdgfrb-TK*/GCV and +7.6-fold for D-CAN; Fig. 3A and B). 

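B cells made up 4.21% (3.86 to 4.58) of Pdgfrb-TK/GCV against 1.43% (1.21 to 1.68) of Pdgfrb-TK/PBS, 2.94-fold (2.44 to 3.55) higher. They made up 1.33% (1.11 to 1.57) of D-CAN against 0.155% (0.0918 to 0.245) of WT/PBS, 8.57-fold (5.22 to 14.9) higher; WT/PBS had 18 B cells in all, and that library decides this fold. Set against Pdgfrb-TK/PBS in its place, the D-CAN share was 0.926-fold (0.728 to 1.18), so the rise was gone. The share of B cells in Pdgfrb-TK/PBS was 9.26-fold (5.66 to 16.0) that in WT/PBS. T cells made up 2.72% (2.44 to 3.02) of Pdgfrb-TK/GCV against 1.34% (1.13 to 1.58) of Pdgfrb-TK/PBS, 2.03-fold (1.67 to 2.50) higher. They made up 7.33% (6.83 to 7.85) of D-CAN against 0.860% (0.70 to 1.04) of WT/PBS, 8.52-fold (6.91 to 10.6) higher, and 5.48-fold higher against Pdgfrb-TK/PBS. Cluster 6 alone, the T cell cluster shared by all libraries, held 2.67% in Pdgfrb-TK/GCV, 1.31% in Pdgfrb-TK/PBS, 4.15% in D-CAN and 0.817% in WT/PBS. From these frequencies, the paper states that both ways of depleting CAFs lowered CAFs and ECs and raised B cells and T cells in the tumors.

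**Figure D2:**
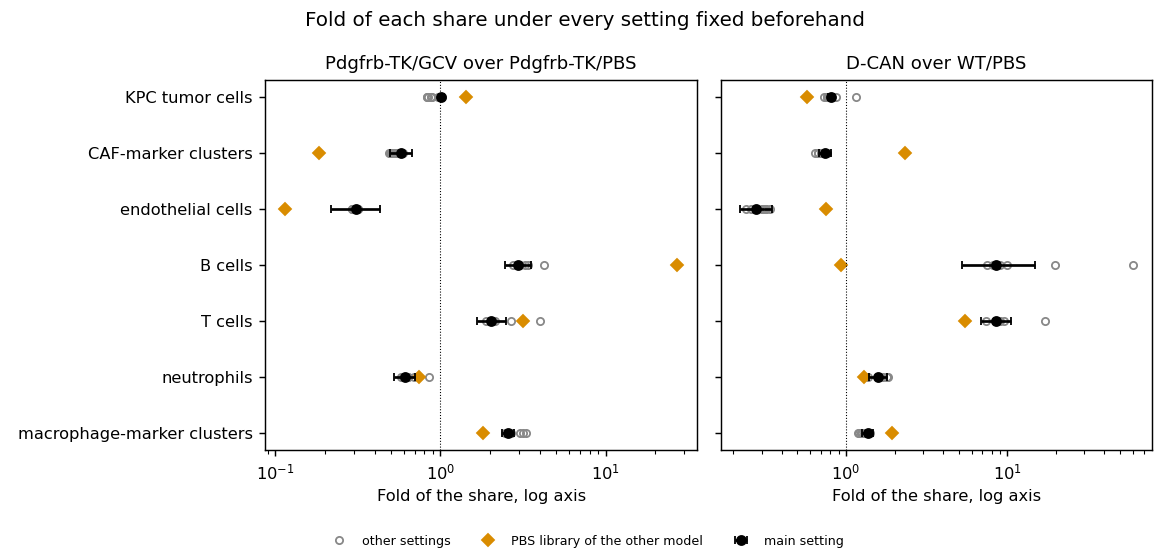
Fold of the share of each cell population in each treated library over its own PBS library (black, with exact 95% conditional binomial intervals that cover counting error only), under the other planned settings (open circles) and over the PBS library of the other model (diamonds), on a log axis. B cells after D-CAN stand at 8.57 and T cells at 8.52, while ECs stand at 0.309 after GCV and 0.279 after D-CAN.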

Immunofluorescence with CD3 and endomucin antibodies confirmed the D-CAN effects on T cells (Supplementary Fig. S2A) and the endothelium (Supplementary Fig. S2B), respectively. 

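The named macrophage and monocyte clusters together made up 13.4% (12.8 to 14.0) of Pdgfrb-TK/GCV and 2.61% (2.31 to 2.93) of Pdgfrb-TK/PBS, a fold of 5.14 (4.52 to 5.86), and 7.99% (7.47 to 8.53) of D-CAN and 7.95% (7.46 to 8.45) of WT/PBS, a fold of 1.005 (0.914 to 1.11), so no change of their sum was seen after D-CAN. Cluster 0, a myeloid cluster left unnamed because no macrophage marker is among its 10 leading genes and its cells have few UMIs, held 4.66% in Pdgfrb-TK/GCV, 4.43% in Pdgfrb-TK/PBS, 5.61% in D-CAN and 2.02% in WT/PBS, with folds of 1.05 (0.928 to 1.19) and 2.78 (2.38 to 3.25). Counted with cluster 0, as the macrophage-marker clusters, the sum was 18.1% against 7.04% and 13.6% against 9.97%, folds of 2.56 (2.36 to 2.79) and 1.36 (1.26 to 1.48), and the rise of this sum after D-CAN lies in cluster 0. The named clusters were called M1-like or M2-like by which of 8 M1 markers (Nos2, Il1b, Tnf, Il12b, Cxcl9, Cxcl10, Cd86 and Cd80) and 8 M2 markers (Mrc1, Arg1, Cd163, Chil3, Retnla, Folr2, Il10 and Cd209f) more were raised in them. Cluster 2, with 7 M1 markers raised and 4 M2 markers, is the M1-like side and made up 2.19% against 0.248%, a fold of 8.82 (5.89 to 13.8), in the Pdgfrb-TK model, and 1.98% against 5.57%, a fold of 0.355 (0.301 to 0.416), in the D-CAN model. On the M2 side lay cluster 5, with 4 M2 markers raised (Mrc1, Cd163, Retnla and Folr2), cluster 3, which rests on Arg1 and Chil3, and cluster 15, which rests on Chil3 alone. Together these made up 11.2% against 2.36%, a fold of 4.75 (4.14 to 5.46), and 6.01% against 2.38%, a fold of 2.52 (2.19 to 2.92), for GCV and D-CAN. Cluster 5 held 3.66% in Pdgfrb-TK/GCV, 0.917% in Pdgfrb-TK/PBS, 3.72% in D-CAN and 0.783% in WT/PBS. Cluster 3 held 5.71% in Pdgfrb-TK/GCV, 0.946% in Pdgfrb-TK/PBS, 1.47% in D-CAN and 1.37% in WT/PBS, and cluster 15 1.84% in Pdgfrb-TK/GCV, 0.497% in Pdgfrb-TK/PBS, 0.816% in D-CAN and 0.232% in WT/PBS. At a resolution of 1.2 the M1-like folds were 1.51 and 0.742 for GCV and D-CAN, and without a cluster called M1-like there on Cd80 alone, a choice made after the data were seen, 8.22 and 0.409. Between the PBS libraries, the M1-like share of Pdgfrb-TK/PBS was 0.0446-fold that of WT/PBS. The M1-like share of D-CAN, 1.98%, lay above the 0.248% of Pdgfrb-TK/PBS, so its direction depends on the control library.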

According to markers for inflammatory and alternative polarization, both M1 and M2 macrophages were increased in *Pdgfrb-TK*/GCV (M1 +1.9-fold; M2 +2.7-fold) and D-CAN–treated (M1 +1.3-fold; M2 +1.3-fold) mice (Fig. 3A and B).

**Figure 3:**
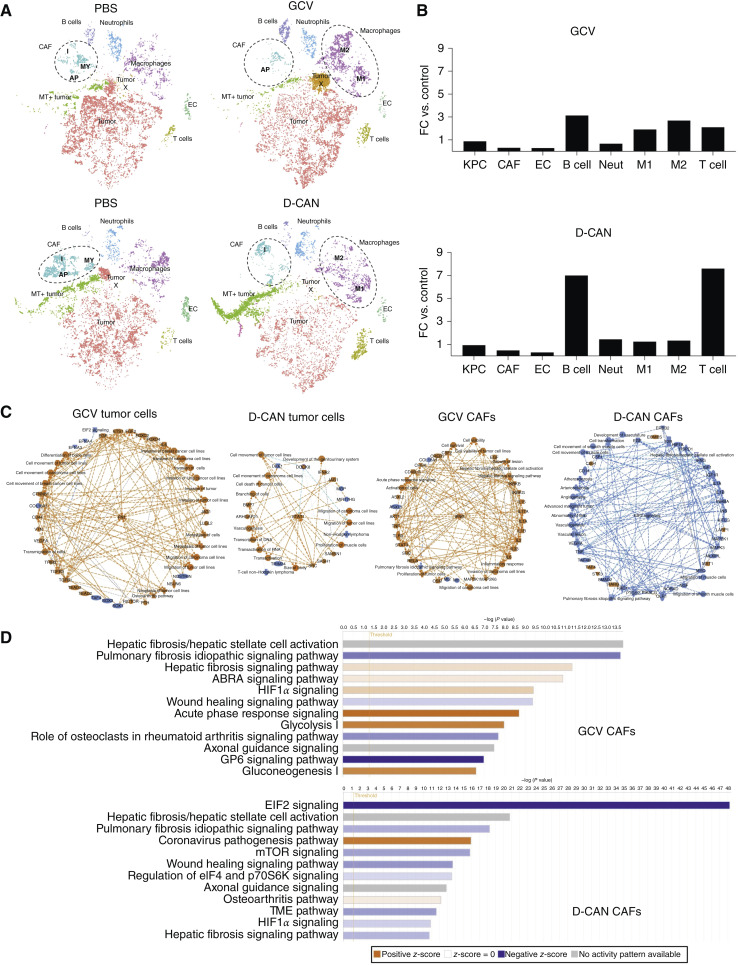
The effects of *Pdgfrb*+ CAF vs. ASC-like CAF depletion on the TME. Shown are representative analyses of tumors from Figs. 1 and 2. **A,** t-distributed stochastic neighbor embedding clusters with cell populations identified based on heatmap analysis (not shown) show changes in labeled populations. **B,** Changes in frequencies of cells corresponding to labeled populations in **A**. **C,** IPA analysis of scRNA-seq data of gene expression in KPC cells and CAFs from (**A**) identifying top genes and pathways induced (orange) or suppressed (blue). **D,** Quantification of top pathways’ induction (orange) or suppression (blue) in CAFs from **A**. AP, Antigen Presenting CAF; FC, fold change; MY, myCAFS; Neut, neutrophil.

We also compared the different effects of targeting *Pdgfrb+* and ASC-like CAFs on the transcriptome of specific subsets of CAFs and ECs in tumors by ingenuity pathway analysis (IPA) using scRNA-seq data. 

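Gene lists were compared by the median log2 ratio over their genes in CAF-marker cells, with an interval from 1000 Poisson resamples of the counts; after GCV most of these cells are of cluster 4. After GCV the iCAF list (Il6, Cxcl1, Cxcl12, Ly6c1, Clec3b, Has1, Dpt, Col14a1, C3 and Ccl2) stood at −0.073 (interval, −0.17 to 0.017), with 5 of 10 genes higher. The myCAF list (Acta2, Tagln, Tnc, Thbs2, Cthrc1, Mmp11, Tgfb1, Col12a1, Tpm2 and Myl9) stood at −0.29 (interval, −0.37 to −0.18), with 4 of 10 genes higher. The apCAF list (H2-Aa, H2-Ab1, H2-Eb1, Cd74, Slpi and Saa3) stood at 0.44 (interval, 0.22 to 0.74), with 5 of 6 genes higher. The median over all genes at 10 CPM or more was itself at −0.10, and at 0.049 under TMM scaling. Relative to it the lists stood at 0.030, −0.18 and 0.54, so the sign of the iCAF list depends on the scaling. Among 10000 random lists of the same size and expression, the 3 medians lay at percentiles 45.7, 3.53 and 99.5, a description of these libraries only. The control library moved the first 2 lists most: against WT/PBS the iCAF list stood at −1.37 and the myCAF list at −1.23. Within cluster 4 the summed myCAF genes were higher after GCV, at 2067 against 1686 CPM, as were the iCAF genes, at 1798 against 1366. Within cluster 9, with 12 and 33 cells, myCAF genes were higher (2132 against 677 CPM) and iCAF genes lower (5228 against 7855). The lower pooled myCAF median thus need not be a fall within clusters, though a sum can rest on few genes. Within the lists, Il6 rose from 15.7 to 81.9 CPM and Cxcl12 fell from 204 to 153. Acta2 went from 407 CPM (381 to 434) to 343 CPM (324 to 364). Saa3 rose from 2374 to 5894 CPM, Slpi from 904 to 1774 and H2-Ab1 from 45.3 to 72.6, while Cd74 went from 114 to 101.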

In *Pdgfrb-TK/GCV* mice, the remaining CAFs had reduced expression of iCAF and myCAF markers and increased expression of apCAF markers (Fig. 3A). In contrast, in mice treated with D-CAN, the remaining CAFs had reduced expression of myCAF and apCAF markers, whereas iCAF markers were increased (Fig. 3A). 

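After D-CAN the myCAF list stood at −0.53 (interval, −0.56 to −0.51), with 3 of 10 genes higher than in WT/PBS, and the iCAF list at 1.10 (interval, 1.04 to 1.14), with 6 of 10 genes higher. The apCAF list stood at 1.06 (interval, 0.94 to 1.16), with 5 of 6 genes higher. Relative to the median over all genes, at 0.13, these medians were −0.66, 0.97 and 0.93. Without cluster 9, of D-CAN mostly, the iCAF list stood at −0.89 and the myCAF list at 0.54, with cluster 10, of WT/PBS mostly, kept. Leaving out both clusters with more than 9 of 10 cells from 1 library, an alternative chosen after the data were seen, the iCAF list reversed to −0.41 and the myCAF list to 0.34. Over the named CAF clusters only, also chosen after the data were seen, the apCAF list reversed to −0.23. Against Pdgfrb-TK/PBS the myCAF list reversed to 0.64. Genes of the apCAF list moved apart: Cd74 rose from 65.5 to 140.2 CPM, H2-Ab1 from 23.3 to 48.5 and Saa3 from 192 to 869, while Slpi fell from 172 to 145. In KPC tumor cells of D-CAN the 4 MHC class II genes reached 47.7% of their level in CAF-marker cells. The whole apCAF list was higher in KPC tumor cells after D-CAN too, at 1.92. Acta2 went from 807 to 632 CPM, and C3 from 272 to 4978. A list of 9 genes of adipose stromal cells (Dcn, Cd34, Dpp4, Pi16, Ly6a, Lpl, Fabp4, Icam1 and Pparg) stood at 1.43 (interval, 1.37 to 1.49) after D-CAN, and at 0.11 without cluster 9 and 0.82 without both of these clusters. After GCV the same list stood at −0.11.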

Differentially expressed genes (FDR < 0.05) from combined CAF and cancer cells were analyzed by IPA to map differentially regulated signaling networks (Fig. 3C). 

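After GCV, the 19 genes of an invasion list (among them Fn1, Vim, Zeb1, Snai1, Mmp14, Plau and Lox) had a median log2 ratio of 0.051 (interval, −0.18 to 0.24) in CAF-marker cells, with 10 of 19 genes higher than in Pdgfrb-TK/PBS. Of these genes, 4 are also in the fibrosis list and 1 (Tnc) in the myCAF list. Against WT/PBS the median was −0.33. The 12 genes of the cell death list, among them Bax, Fas and Cdkn1a, stood at 0.64 in the same cells, with 9 of 12 genes higher. Of the iCAF genes, of which 5 of 10 were higher, Ccl2 had 246 CPM against 89.8 and Cxcl1 85.8 against 32.3.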

For *Pdgfrb-TK/GCV* mice, CAF analysis revealed an increase in activation of pathways involving metastasis and inflammation, including “migration of cell lines,” “proliferation of tumor cells,” “invasion of carcinoma cell lines,” and “inflammatory response” (Fig. 3C). 

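In KPC tumor cells of Pdgfrb-TK/GCV the invasion list stood at 0.99 (interval, 0.89 to 1.14), with 17 of 19 genes higher than in Pdgfrb-TK/PBS. The median over all genes in these cells was 0.086, and relative to it the list stood at 0.90, at percentile 100 of random lists. It kept this direction under each alternative that was run, with the lowest value, 0.25, against WT/PBS. Between the PBS libraries the list stood at −0.48, Pdgfrb-TK/PBS over WT/PBS. In other cell types the list after GCV stood at 0.92 in T cells, 0.74 in B cells and 0.51 in macrophage-marker cells. It stood at 0.49 in neutrophils, 0.43 in ECs, 0.051 in CAF-marker cells and −0.13 in pericytes. Whether a shift of the library or free RNA accounts for part of the rise in KPC tumor cells was not tested.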

Network analysis of KPC cells from *Pdgfrb-TK/GCV* mice also showed increased activity of signaling pathways involved in metastasis, including “invasion of tumor cell lines,” “invasion of breast cancer cell lines,” “metastasis of tumor cells,” “migration of tumor cells,” “movement of tumor cell lines,” “cell movement of carcinoma cell line,” “invasion of carcinoma cells,” and “transmigration of cells” (Fig. 3C). In contrast, CAFs from D-CAN–treated mice showed an overall suppression activity for pathways involved in “angiogenesis” and “vascularization” (Fig. 3C). 

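The angiogenesis list of 24 genes (among them Vegfa, Angpt1, Fgf2, Hgf, Pgf, Thbs1 and Nrp1) stood at −0.37 (interval, −0.41 to −0.22) in CAF-marker cells after D-CAN, with 9 of 24 genes higher than in WT/PBS and at percentile 0.370 of random lists. Relative to the median over all genes it stood at −0.50. It reversed to 0.22 against Pdgfrb-TK/PBS and to 0.17 without the 2 clusters that come mostly from 1 library, a setting chosen after the data were seen. After GCV the list stood at −0.023, with 12 of 24 genes higher. Vegfa had 118 CPM in D-CAN and 199.5 in WT/PBS.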

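In KPC tumor cells of D-CAN the invasion list stood at 0.099 (interval, −0.080 to 0.23), with 10 of 19 genes higher than in WT/PBS, and at −0.045 relative to a median over all genes of 0.14; its sign depends on the scaling. The 12 genes of the cell death list (among them Bax, Fas, Ddit3, Trib3 and Cdkn1a) stood at −0.36 (interval, −0.40 to −0.29) in these cells, with 4 of 12 genes higher, and at percentile 0.06 of random lists. The list was lower after D-CAN in the other cell types too, except in B cells (0.53). Against Pdgfrb-TK/PBS that list reversed to 0.34 in KPC tumor cells. After GCV it stood at 0.25, and between the PBS libraries at −0.87.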

Whereas KPC cells from D-CAN–treated mice still displayed activation of pathways “cell movement of carcinoma lines,” “cell movement of tumor cell lines,” and “migration of tumor cell lines,” it is noteworthy that activation of the “cell death of cancer cells” pathway was detected (Fig. 3C). The top 12 regulated pathways after IPA analysis for CAFs depict an overall activation of pathways involving fibrosis, acute phase response signaling, and glycolysis in *Pdgfrb-TK*/GCV mice and a decrease in pathways related to fibrosis and translation in D-CAN–treated mice (Fig. 3D). 

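In CAF-marker cells after GCV, the 13 genes of glycolysis (among them Hk2, Aldoa, Gapdh, Eno1 and Pkm) stood at 0.97 (interval, 0.93 to 1.08), with 13 of 13 genes higher and at percentile 100 of random lists. The acute phase list (among them Saa1, Saa3, Hp, Lcn2 and C3) stood at 0.54 (interval, 0.23 to 0.68), with 9 of 11 genes higher. Of its genes, 2 (C3 and Il6) are also iCAF markers and 1 (Saa3) an apCAF marker, and against WT/PBS its median was 0.022. The fibrosis list of 18 genes (among them Col1a1, Col3a1, Fn1, Sparc, Timp1 and Lox) stood at −0.46 (interval, −0.51 to −0.37), with 5 of 18 genes higher. Relative to all genes the 3 lists stood at 1.07, 0.64 and −0.36. After D-CAN the fibrosis list stood at 0.040 (interval, 0.031 to 0.049) and at −0.087 relative to all genes, and its sign reversed under TMM scaling, at −0.17. The ribosomal protein genes stood at −0.40 (interval, −0.41 to −0.39), with 3 of 81 genes higher, and at −0.53 relative to all genes. They were lower in the other cell types of D-CAN too, with a median of −0.21 in KPC tumor cells. Glycolysis and acute phase genes stood at 0.17 and 0.95 after D-CAN, and ribosomal protein genes at 0.046 after GCV.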

Interestingly, predicted activity of the hypoxia-inducible factor-1α pathway, known to have a role in metastasis, was different between *Pdgfrb-TK*/GCV mice (activated) and D-CAN–treated (suppressed) mice (Fig. 3D). 

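Hif1a (ENSMUSG00000021109; chromosome 12, 73901375 to 73947530 on mm10), which encodes HIF1α, had 189.5 CPM (175 to 205) in CAF-marker cells of Pdgfrb-TK/GCV and 132 CPM (118 to 148) in Pdgfrb-TK/PBS. In D-CAN it had 367 CPM (356 to 378) against 288 CPM (279.7 to 296) in WT/PBS. Its activity was read from 14 target genes (Vegfa, Slc2a1, Pgk1, Ldha, Car9, Bnip3, Ankrd37, Ndrg1, Egln3, Adm, P4ha1, Pdk1, Ddit4 and Kdm3a), 2 of which are also glycolysis genes and 1 an angiogenesis gene. After GCV the list stood at 0.93 (interval, 0.86 to 1.18), with 14 of 14 genes higher, and at 1.03 relative to all genes. After D-CAN it stood at −0.20 (interval, −0.33 to −0.15), with 3 of 14 genes higher, and at −0.32 relative to all genes. The D-CAN value lay at percentile 7.96 of random lists and reversed to 0.22 without the 2 CAF clusters that come mostly from 1 library, a setting chosen after the data were seen.

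**Figure D3:**
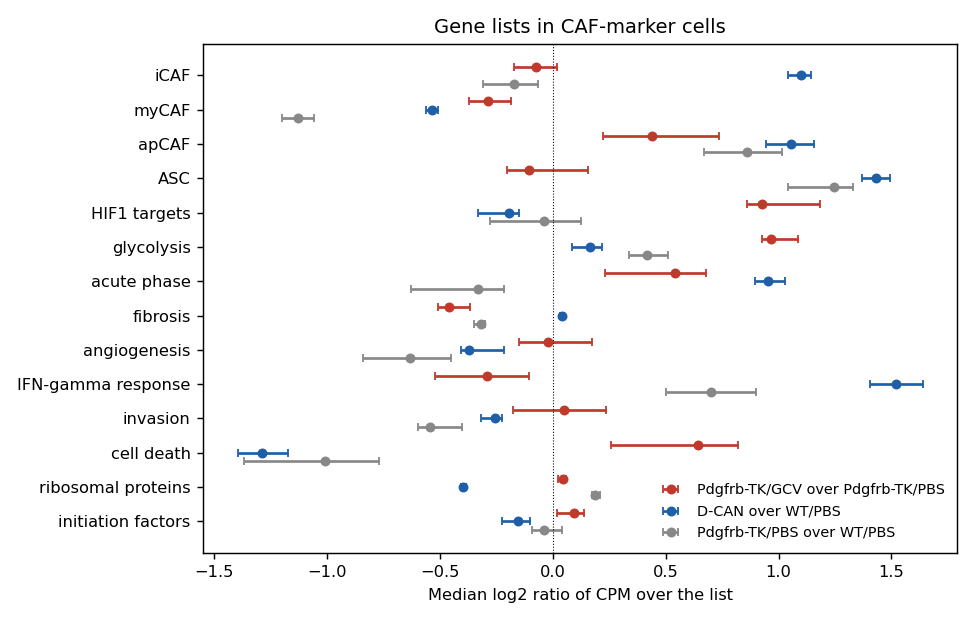
Median log2 ratio of each gene list in CAF-marker cells, treated library over its own PBS library and Pdgfrb-TK/PBS over WT/PBS, with intervals from 1000 Poisson resamples that cover counting error only. HIF1 targets stand at 0.93 after GCV and −0.20 after D-CAN.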

Volcano plots generated using IPA (FDR < 0.05, log_2_ fold change > 0.59) illustrate various significantly regulated genes associated with metastasis (Supplementary Fig. S2C). 

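Genes were ranked by log2 ratio of CPM among those with at least 100 UMIs over the 2 libraries and 50 CPM in the higher one, and the first 5 each way are named. In CAF-marker cells after GCV, 3705 genes qualified, and the largest rises were Akr1c18 (3.77), C1qa (3.74), Chil3 (3.02), Lyz2 (2.77) and Car9 (2.72). A single cell held 36.0% of the C1qa UMIs, 34.9% of the Lyz2 UMIs and 30.9% of the Chil3 UMIs, which are macrophage genes. The largest falls were Hbb-bs, at least 273-fold lower, Hba-a1, at least 95.5-fold lower, and Hba-a2, at least 74.1-fold lower, each without a UMI after GCV. These bounds are not exact intervals: they set the missing counts at 3 and leave out counting error in Pdgfrb-TK/PBS. Hbb-bt followed at 179-fold lower (31.5 to 7119) and Kcnq3 at 55.7-fold lower (18.6 to 274). In Pdgfrb-TK/PBS a single cell held 91.3% of the Hbb-bs UMIs, and for Hba-a1, Hba-a2 and Hbb-bt 1 cell held 91.9%, 92.8% and 95.1%. Over the named CAF clusters only, chosen after the data were seen and with 17 cells in Pdgfrb-TK/GCV, Akr1c18 reversed to −2.29 and Car9 to −3.13, and against WT/PBS Hbb-bt reversed to 0.38. Among 4030 genes in CAF-marker cells after D-CAN, the largest rises were Ctrb1 (5.62), Clec3b (5.03), Ifi27l2a (4.63), Spon2 (4.56) and Hand2os1 (4.33), and the largest falls Brinp3 (−5.90), Tac1 (−5.43), Ngp (−5.24), Il1rl1 (−4.51) and Ecrg4 (−4.31). Ctrb1 is an acinar gene that was as high in KPC tumor cells of D-CAN, at 68.9 CPM, as in CAF-marker cells, at 59.1, and 1 of the CAF-marker cells held 32.7% of their Ctrb1 UMIs. One cell of WT/PBS held 32.8% of the Ngp UMIs. Against Pdgfrb-TK/PBS, Il1rl1 reversed to 0.84 and Tac1 to 1.17.
In KPC tumor cells after GCV, 3649 genes qualified, with the largest rises in Has2 (3.54), Ccn1 (2.71), Tnc (2.39), Cnn3 (2.36) and Dkk2 (2.27) and the largest falls in Hbb-bs (−3.48), Gkn2 (−2.55), Gsta1 (−2.45), Akr1c19 (−2.41) and Tff1 (−2.28). Against WT/PBS, Ccn1 reversed to −0.41 and Hbb-bs to 2.19. After D-CAN, 3838 genes qualified in KPC tumor cells, and Iigp1 (6.96), Ctrb1 (5.82), Gbp2 (4.96) and AW112010 (3.66) rose most, together with Iglc1. Iglc1 was at least 3031-fold higher, with its missing counts in WT/PBS set at 3, and 1 cell held 98.9% of its UMIs. One cell likewise held 54.5% of the Ctrb1 UMIs. The largest falls were Clca3a1 (−3.81), Cryab (−3.26), Mgp (−3.12), Hspb1 (−2.79) and Gkn2 (−2.73), of which Hspb1 was lower in CAF-marker cells, macrophage-marker cells and neutrophils of D-CAN too, and 1 cell held 27.2% of the Gkn2 UMIs of WT/PBS. With Pdgfrb-TK/PBS as control, Cryab reversed to 1.26 and Hspb1 to 1.75.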

The corresponding lists of the top 10 upregulated and down-egulated genes based on fold change are shown in Supplementary Fig. S2D.

### D-CAN potentiates anti-PDL1 antibody efficacy in PDAC

Because we observed a substantial increase in infiltrating T cells in mice treated with D-CAN (Fig. 3A and B), we investigated the effects of combining D-CAN with an antibody blocking PDL1 (aPDL1). KPC cells genetically engineered to express luciferase were orthotopically implanted into obese female and male mice. Immediately following tumor cell implantation, PBS, D-CAN, aPDL1, or D-CAN + aPDL1 combination treatments were initiated. S.c. injections of D-CAN were given every other day, and aPDL1 antibody was administered intraperitoneally twice a week (Supplementary Fig. S3A and S2B). Mice were injected with luciferin at day 22 after tumor implantation to visualize tumor location and metastasis *in vivo* (Fig. 4A). Compared with other treatment groups, mice receiving D-CAN, aPDL1, or D-CAN + aPDL1 had reduced luciferase luminescence in the implantation area (Fig. 4A, arrows). At euthanasia, 25 days after tumor implantation, female treatment groups were confirmed to have statistically smaller tumors versus PBS controls (Fig. 4B). Notably, D-CAN + aPDL1 treatment resulted in the largest tumor size reduction (−85%) versus D-CAN (−34.4%) and aPDL1 (−24.9%). For males, tumor mass was reduced in D-CAN + aPDL1–treated mice versus PBS-treated mice (−46.5%), and although not statistically significant, tumor size was reduced in D-CAN and aPDL1 groups versus the PBS group (Fig. 4B). Compared with PBS controls, reduced numbers of aSMA+ cells were observed in D-CAN–treated and aPDL1-treated mice, with the largest reduction being observed in the D-CAN+ aPDL1 combination treatment for both females and males (Fig. 4C).

**Figure 4:**
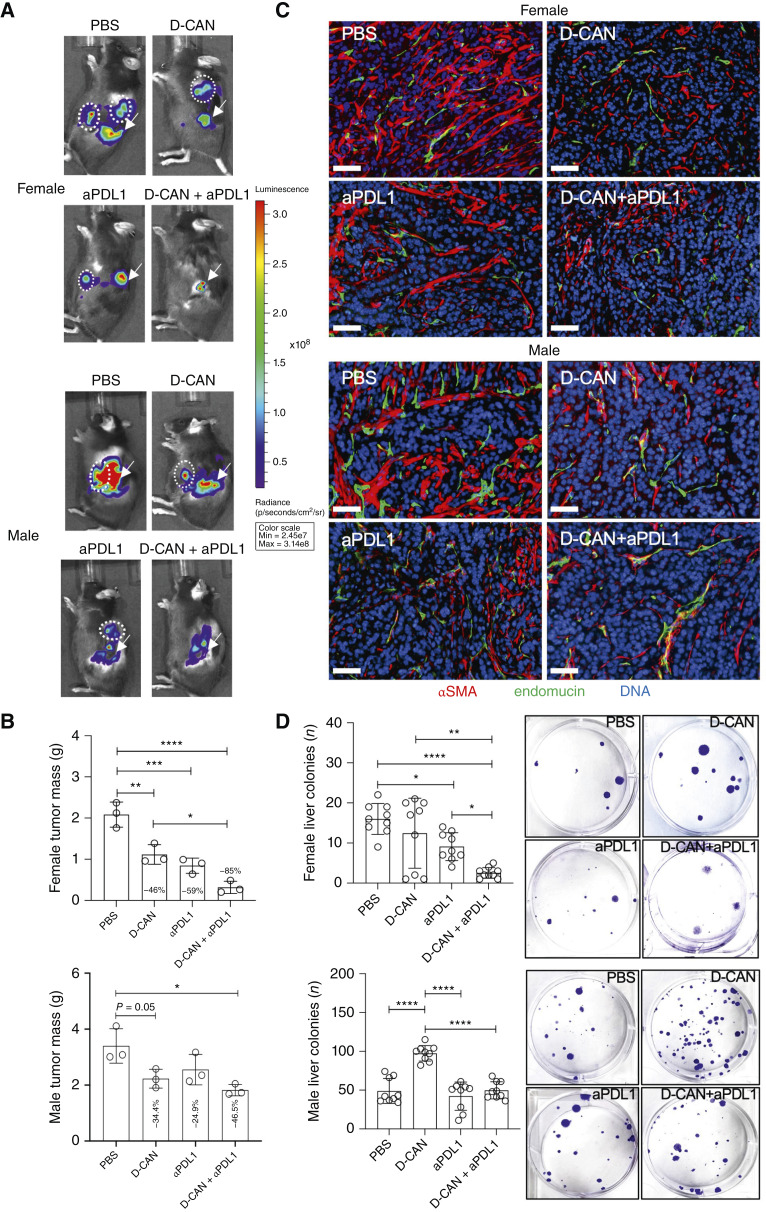
ASC-like CAF depletion synergizes with immune checkpoint blockade. Following orthotopic grafting of KPC-Luc cells, female (*N* = 3 per group) and male (*N* = 3 per group) mice received PBS, D-CAN, aPDL1, or the combination D-CAN + aPDL1. **A,** IVIS images of two representative mice at day 22 showing the location of pancreatic primary tumor graft (arrow) and extrapancreatic area of tumor invasion and metastases (punctate). **B,** KPC tumor size upon resection from females and males. **C,** Paraffin sections of representative tumors subjected to αSMA and endomucin immunofluorescence. Scale bar, 50 μm. **D,** Quantification of KPC cells in livers based on colony counts. Images: representative wells. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001, ANOVA. Max, maximum; Min, minimum.

Finally, we quantified metastatic dissemination in these animals. Separate luminescence areas corresponding to metastases were observed for PBS control, D-CAN–treated, and aPDL1 groups but not for the D-CAN + aPDL1 combination group (Fig. 4A, dashed). Confirming an additive effect on metastasis, there were significantly fewer metastatic colonies recovered from liver cell suspensions for the D-CAN + aPDL1 combination group than for the PBS control group in both females and males (Fig. 4D). Interestingly, whereas D-CAN alone induced metastases in males, confirming data in Fig. 2D, this was not observed for females (Fig. 4D). The D-CAN + aPDL1 combination resulted in the lowest numbers of metastatic cells, significantly lower than for the D-CAN alone group for both females and males (Fig. 4D). Treatment with nonimmune IgG isotype control for aPDL1 did not have an effect with or without D-CAN (Supplementary Fig. S3C and S3D). Importantly, for female mice, the D-CAN + aPDL1 combination resulted in numbers of metastatic cells recovered being significantly lower compared with aPDL1 monotherapy (Fig. 4D).

## Discussion

It has remained debated whether inactivation of CAFs may present therapeutic benefits. Depletion of CAFs expressing αSMA (17) or of Sonic Hedgehog–dependent CAFs in mice promoted metastases and decreased survival (22). Moreover, inflammatory CAFs seem to enable cytotoxic T-cell infiltration and potentiate immunotherapy (23). However, CAFs accompanying cancer evolution to aggressive stages (11) may be a favorable drug target in the context of other anticancer treatments.

Studies by independent groups have identified a novel population of CAFs, which are ASC-like, in mouse and human carcinomas (11, 24). Our results demonstrate that depletion of *Pdgfrb-*expressing or ASC-like stromal cells suppresses extracellular matrix deposition and growth of primary tumors. They also indicate important and distinct roles for *Pdgfrb+* and ASC-like CAFs in the regulation of PDAC progression to metastasis. It should be noted that in the Pdgfrb-TK model, GCV also targets other proliferating *Pdgfrb+* cell types, such as a specific subset of pericytes, which may have their own specific role in tumor progression. Similarly, D-CAN also targets pericytes and other stromal cells that express PDGFRβ and nonglycanated decorin (14, 18, 19). Nonetheless, our findings are consistent with a previous report based on breast cancer models in which metastases were activated by CAF depletion (17). These effects are likely due to those CAFs supporting ECs and, hence, preventing hypoxia-driving cancer invasiveness. Targeting of either *Pdgfrb+* or ASC-like CAFs resulted in increased activity of signaling networks related to cancer aggressiveness in cancer cells, indicating their partial overlap. However, the two treatments had distinct effects on the subsets of CAFs. Changes in CAFs were largely influenced by IFNγ in *Pdgfrb-TK*/GCV mice and by eukaryotic initiation factor 2 in D-CAN–treated mice [Fig. 3C (right)]. 

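The IFN-γ response list of 25 genes (among them Irf1, Cxcl9, Gbp2, Igtp and Psmb8) stood at −0.29 (interval, −0.52 to −0.11) in CAF-marker cells after GCV, with 7 of 25 genes higher, and at −0.19 relative to all genes. Against WT/PBS it reversed to 0.24. After D-CAN it stood at 1.52 (interval, 1.41 to 1.64), with 23 of 25 genes higher. The list shares 2 genes, Cxcl9 and Cxcl10, with the M1 markers. The genes of translation initiation factors, Eif2 subunits among them, stood at −0.15 (interval, −0.22 to −0.10) in CAF-marker cells after D-CAN, with 21 of 55 genes higher and at −0.28 relative to all genes. After GCV they stood at 0.092.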

Differences in cancer cell responses were also observed between *Pdgfrb-TK*/GCV mice and D-CAN–treated mice. Changes in cancer cells were largely influenced by fibronectin-1 in *Pdgfrb-TK*/GCV mice and signal transducer and activator of transcription 1 in D-CAN–treated mice [Fig. 3C (left)]. 

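Fn1 (ENSMUSG00000026193; chromosome 1, 71585520 to 71653200) encodes fibronectin-1 and had 1090 CPM (1084 to 1096) in KPC tumor cells of Pdgfrb-TK/GCV and 393 CPM (388 to 398) in Pdgfrb-TK/PBS, a fold of 2.77 (2.74 to 2.81). In D-CAN it had 693 CPM against 493 in WT/PBS. The IFN-γ response list stood at 3.50 (interval, 3.42 to 3.54) in KPC tumor cells after D-CAN, with 25 of 25 genes higher, and at 0.32 after GCV. Cd274, which encodes PDL1, had 5.96 CPM in KPC tumor cells of Pdgfrb-TK/GCV, 2.52 in Pdgfrb-TK/PBS, 11.8 in D-CAN and 5.95 in WT/PBS.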

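In T cells of D-CAN, Cd8a had 302 CPM (282 to 322) against 30.4 CPM (13.1 to 60.0) in WT/PBS, and in Pdgfrb-TK/GCV 40.3 CPM (26.6 to 58.7) against 6.22 CPM (0.157 to 34.6) in Pdgfrb-TK/PBS. Pdgfrb-TK/PBS had 1 Cd8a UMI in its 140 T cells. Gzmb stood at 148 CPM in D-CAN and 41.8 in WT/PBS but at 19.4 and 106 in Pdgfrb-TK/GCV and its PBS library. Prf1 stood at 111 and 11.4 CPM in the D-CAN model, and Pdcd1 at 215 and 126. Ifng stood at 16.4 CPM in T cells of Pdgfrb-TK/GCV, 18.6 in Pdgfrb-TK/PBS, 179 in D-CAN and 45.6 in WT/PBS.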

Finally, *Pdgfrb+* CAF and ASC-like CAF depletion had different effects on immune cells. Together, these data suggest that ASC-like CAFs play a unique role in the TME. Our results show that ablating ASC-like CAFs synergizes with aPDL1 in reducing tumor growth and increases the effectiveness of this immune checkpoint blockade therapy in suppressing PDAC metastases to the liver in female mice. This is consistent with previous findings showing that aPDL1 efficacy in the KPC PDAC model is linked with decreased presence of aSMA+ CAFs (25). Cancer progression to metastasis was not inhibited by the combination treatment to the same extent in males. The reason for this sex-specific difference remains to be determined. It is possible that this is due to male mice becoming more obese on high-fat diet and having comparatively more aggressive KPC tumor growth.

In conclusion, our study established the role of ASC-derived CAFs in PDAC progression to metastasis and defines their function in controlling the immune TME. Whereas CAF depletion suppressed tumor growth, metastases were induced, possibly because of increased tumor hypoxia. Therefore, the potential safety of CAF targeting as a monotherapy remains questionable. Our data generate a groundwork for future experiments investigating unique subpopulations of CAFs and suggest that approaches to CAF modulation may lead to improved efficacy of immunotherapy in PDAC and other refractory cancers.

## Supplementary Material

Figure S1 A, Fig. 1 schematic of testing the effect of Pdgfrb+ CAF depletion on PDAC progression. B, initial body weight in experiment A. C, experiment A tumor section H&E staining showing inflammation (i), necrosis (n), and well-differentiated tumor cells (arrows). D, schematic of testing the effect of Pdgfrb + CAF pre-depletion on PDAC progression. E, initial body weight in experiment D. F, tumor weights in experiment D. G, Fig. 2 schematic testing the effect of ASC-like CAF depletion on PDAC progression. H, initial body weight in experiment G. I, experiment G tumor section H&E staining indicating necrosis (n) and well-differentiated tumor cells (arrows). Scale Bars = 500μm. *=p<0.05.

Figure S2 The effects of Pdgfrb+ CAF vs ASC-like CAF depletion on the TME. A, tumor section immunofluorescence for CD3 (Red) expression to measure T-cell infiltration and nuclei (blue) (left), CD3+ cell quantification (right). B, tumor section immunofluorescence for endomucin (green) to quantify endothelial cell density and nuclei (blue) (left), endomucin quantification (right). In A-B, for each tumor, a minimum of 15 fields (10X) were taken and quantified using Image J. Images were converted to 8-bit and a threshold was applied to only highlight endomucin expression and percent area was measured. An average was calculated for all images per tumor. Scale bar=100μm. *=p<0.05, ***=p<0.001.C, Volcano plots generated by IPA analysis of scRNAseq data in Fig. 3 identifying top genes induced (red) or suppressed (green) in KPC cells and CAFs from mice subjected to Pdgfrb+ CAF or ASC-like CAF depletion. D, Lists of the most upregulated (top) and downregulated (bottom) genes.

Figure S3 A, Fig. 4 schematic testing if D-CAN synergizes with immune checkpoint blockade (aPDL1) in male and female mice. B, Initial body weights in experimental mice. C, Tumor weight from an experiment in female mice investigating the effects of D-CAN / aPDL1 with non-immune IgG and IgG + D-CAN data combined with Fig. 4B and 4D data. *=p<0.05, **=p<0.001, ***=p<0.0001. D, Metastatic liver tumor colony assay from mice in C.

How the deposited data were processed for this re-analysis (not part of the article)

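Tumors of mice grafted with KPC cells were dissociated, and the cell suspensions were pooled by treatment and measured by droplet scRNA-seq. The protocol text of the sample labels differs: it describes nuclei of another tissue (PVN) and mice of another age than the paper gives. The libraries were matched to the conditions by the sample titles, and their clusters carried the markers of KPC tumor cells, CAFs, ECs and immune cells. There are 4 libraries, 1 per condition: Pdgfrb-TK/GCV, Pdgfrb-TK/PBS, D-CAN and WT/PBS. Each treated library was compared with the PBS library of its own model. With 1 library per condition there is no test, no p-value and no count of changed genes, and cells were not used as replicates.

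The values the authors deposited are counts: unique molecular identifiers (UMIs) per gene and cell, without normalization, for cells that the authors' software had already separated from empty droplets. The paper names Cell Ranger 3.1.0 with mm10, and the deposited headers name version 7.0.0. All deposited values were whole numbers. In library order, the deposited cells numbered 12280, 10495, 10786 and 11657 and a cell had a median of 2498.5, 2207, 1533.5 and 2530 genes. The cells removed for having under 200 genes numbered 0, 26, 608 and 30. The files list 32285 genes, of which 32158 are in GENCODE release M21 of mm10, the source of the coordinates. The 2 libraries of the wild type model list 5 further features, for GFP and Tdtomato, which were kept out of clustering, totals and ranks.

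The files carry no cell annotation, so cells were clustered again after the paper's settings. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, and the first 10 principal components were used for a shared nearest neighbor graph over 20 neighbors and Leiden clustering at a resolution of 0.8, over all cells. The cells of clusters with markers of host cell types were then clustered again among themselves in the same way, while the tumor cell clusters were kept from the first step. A cluster was named for the type whose markers were detected most, when at least 3 were detected in 10% of its cells or more. It took the name of another type where 3 or more markers of that type, and more than of its own, were among its 10 leading genes, as for the pericytes. It was left unnamed when 3 times its median UMIs still lay under its library's median and no marker was among its leading genes, when a second type reached 0.8 of the first, or when the leading genes held more markers of another type, as for CAF-marker cluster 4. Unnamed clusters of the first kind with a median of more than 20% mitochondrial UMIs are given apart. CAF-marker and myeloid clusters that this rule left unnamed are counted with the CAF-marker cells and the macrophage-marker cells, and their share is given. The macrophage-marker cells are thus the named macrophage and monocyte clusters with cluster 0, whose 10 leading genes hold no macrophage marker. Doublets were kept, since the paper's text names no doublet removal. Scrublet with its automatic threshold called 1.54%, 0%, 0.560% and 0.0258% of cells, too few to use in 2 libraries. The alternative without doublets therefore removed the 8% of cells with the highest scores, a share set after these calls were seen.

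A share is a percent of all cells kept, with its exact Clopper-Pearson interval at 95%, and a fold of shares has its exact conditional binomial interval. For expression, counts were summed per library and cell class and scaled to CPM with exact Poisson intervals, and ratios were taken as log2 with a pseudocount of 1 CPM. A gene list was summarised by the median log2 ratio of its genes, with an interval from 1000 Poisson resamples and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. Lists of iCAF, myCAF, apCAF, adipose stromal cell, HIF1 target, glycolysis, acute phase and fibrosis genes were scored. So were lists of angiogenesis, IFN-γ response, invasion, cell death, ribosomal protein and initiation factor genes. Each was scored in CAF-marker cells, KPC tumor cells and the other host cell types, and only some of these values are reported here. M1 and M2 genes were used to call macrophage clusters, and 11 heat shock genes, added later, for a test. These lists stand in for the pathways of ingenuity pathway analysis, whose gene sets were not used here. Shares of cells with a UMI were also taken after thinning each cell to 2000 UMIs. All intervals cover counting error only.

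The genes named are those the paper names, members of the lists, genes of T cell subsets and the first 5 of the 10 largest rises and falls among genes with at least 100 UMIs in the 2 libraries and 50 CPM in the higher. Some of these genes are not reported here. The comparisons, lists, markers, main settings and most alternatives were fixed before the data were examined. These alternatives changed the minimum of genes per cell (500), the mitochondrial limit (20%), doublets, the resolution (0.4 and 1.2), the principal components (30), clustering by model, naming cell by cell, the denominator, the control library, the scaling (mean over cells, TMM of edgeR, totals without ribosomal protein and mitochondrial genes), the pseudocount (10 CPM), a filter at a mean of 10 CPM, and the calling of macrophage clusters. Alternatives on which clusters count as CAFs, macrophages or KPC tumor cells, and on how many markers call a macrophage cluster, were added after the data were seen.

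The steps were tested on simulated data with 200 changed genes. The expression step put 200 of the 200 in the right direction in each of the 4 comparisons. Within 0.5 log2 of the simulated change lay 93.5% (among 9083 genes tested) in CAF-marker cells after GCV, 99.5% (among 8335 genes tested) in CAF-marker cells after D-CAN, 100% (among 8405 genes tested) in KPC tumor cells after GCV and 100% (among 8082 genes tested) in KPC tumor cells after D-CAN. The clustering step named 3700 of 3700 simulated cells of 7 types right over 32285 genes. These cells were drawn from the mean profiles of the clusters already named, with 1 profile per type for all libraries. No library effect, doublet or unnamed cluster was simulated. This result therefore does not bear on clusters that were left unnamed or came mostly from 1 library.

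Work used Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. Immunofluorescence, tumor size and colony counts of the paper were not analysed here, nor was the experiment with the PDL1 antibody.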

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

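The tests on GFPcds and Tdtomato were chosen only after their UMIs were seen, and the test on acinar cells was chosen before its result was seen, apart from leaving out 1 cell per library, which was chosen after.

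The deposited features of the D-CAN and WT/PBS libraries include GFPcds and Tdtomato, which the paper does not report on and which the Pdgfrb-TK libraries do not list. GFPcds had 605 UMIs in 457 cells of D-CAN and 2017 UMIs in 885 cells of WT/PBS. Tdtomato had 676 UMIs in 533 and 1826 UMIs in 1226. The reversed GFPcds sequence had 3 and 13 UMIs, and the feature named GFP had 0 in both libraries. If the grafted KPC cells carried the sequences, Tdtomato would stand as high in them as in host cells, but in D-CAN it had 0.185 CPM (0.110 to 0.293) in KPC tumor cells. Among the host cell types of D-CAN its lowest level was 5.61 CPM (4.31 to 7.18), in CAF-marker cells, and free RNA would be alike in both. Neutrophils had 86.7 CPM, ECs 57.0, macrophage-marker cells 40.6, B cells 35.6, pericytes 26.1 and T cells 24.9. In WT/PBS, KPC tumor cells had 0.288 CPM and CAF-marker cells 43.8, while the 18 B cells had no UMI. GFPcds had 0.288 and 0.622 CPM in KPC tumor cells of D-CAN and WT/PBS, against 4.99 and 37.3 in CAF-marker cells and 12.2 and 349.6 in pericytes. A transgene in the host mice may be the source, as may reads of host genes assigned to these sequences; neither was tested. The design names no such transgene, and no biological explanation was tested.

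Acinar cells, which the paper does not report on, numbered 151 in D-CAN, 5 in Pdgfrb-TK/GCV, 5 in Pdgfrb-TK/PBS and 0 in WT/PBS, where 0 of 11627 cells, at 3 counts of the total, allows a share of up to 0.0258%. Normal pancreas in the dissociated D-CAN material would also bring free RNA of acinar genes. The acinar markers summed to 123 CPM in KPC tumor cells of D-CAN, 3.68 times the highest of the other libraries, which had 28.8, 33.3 and 27.1 CPM. A single cell held 43.3% of these UMIs in D-CAN. Without the cell with most of them in each library, D-CAN had 69.7 CPM (68.1 to 71.4), 2.10 times the highest of the others. By this ratio, normal pancreas in that material and other causes cannot be told apart. It lies above the other libraries but under the 3 times that was set for it. The sum reached 27.1 CPM in WT/PBS, with 0 acinar cells, so part of it need not come from acinar cells. Ctrb1, 1 of the markers and among the largest rises, had 68.9 CPM in KPC tumor cells of D-CAN against 0.234 in WT/PBS. Without the cell with most of them, 3044 Ctrb1 UMIs remained in 480 KPC tumor cells of D-CAN. An effect of D-CAN and a difference between mice stay open and were not tested, since each condition has 1 library.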

How the results depend on the processing

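The settings on which clusters count as CAFs, macrophages or KPC tumor cells, and on the markers that call a macrophage cluster, were chosen after the results were seen; the others were planned, except that the share of doublets removed was set after the automatic calls were seen. No paired analysis was possible because each condition has 1 library. Over the main results, 442 values were recomputed under 24 settings: 250 stayed within the counting interval of the value as reported, 175 left it in the same direction or without a called direction, and 17 changed sides of 1 or 0, among them 2 share folds whose interval then includes 1, so that the change was gone and not reversed. Of the 364 planned values 11 changed sides, and of the 78 added later 6. For single genes, 191 of 486 values stayed within their interval, 286 moved and 9 reversed. The intervals are narrow because they cover counting error only.

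Some results kept their direction under all settings run for them. EC folds ranged from 0.114 to 0.318 after GCV and 0.242 to 0.753 after D-CAN, and T cell folds from 1.89 to 4.01 and 5.48 to 17.1. B cell folds after GCV ranged from 2.73 to 27.2, and CAF-marker folds after GCV from 0.143 to 0.593. List medians in CAF-marker cells after GCV ranged from 0.49 to 1.08 for HIF1 targets, 0.81 to 1.39 for glycolysis and 0.37 to 1.43 for apCAF genes. The ribosomal protein genes after D-CAN ranged from −0.61 to −0.37, and in KPC cells the invasion list after GCV from 0.25 to 1.03 and the IFN-γ list after D-CAN from 1.64 to 3.61. The iCAF list after GCV ranged from −1.37 to 0.37, on both sides of 0. TMM scaling moved the median log2 ratio over all genes from −0.10 to 0.049 in CAF-marker cells and from 0.086 to −0.074 in KPC cells after GCV, and from 0.13 to −0.079 and 0.14 to −0.020 after D-CAN. For the values below the cause was not tested.

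With at least 500 genes per cell, share folds were KPC cells 0.829, B cells 4.22, T cells 2.66, neutrophils 0.854 and macrophage-marker cells 3.18 after GCV, and KPC cells 0.871, neutrophils 1.79 and macrophage-marker cells 1.23 after D-CAN. With at most 20% mitochondrial UMIs, share folds were KPC cells 0.873 and CAF-marker cells 0.486 after GCV, and neutrophils 1.82 after D-CAN. CAF list medians were ASC −0.31 after GCV, and myCAF −0.41, apCAF 1.18 and fibrosis 0.080 after D-CAN. Medians in KPC cells were invasion −0.20 after D-CAN. With the top-scored doublets removed, share folds were KPC cells 0.763 and CAF-marker cells 0.674 after D-CAN. CAF list medians were myCAF −0.11 and fibrosis −0.23 after GCV, and myCAF −0.46, apCAF 1.94, ASC 1.36, fibrosis 0.070, ribosomal proteins −0.41 and HIF1 targets −0.35 after D-CAN. At a resolution of 0.4, share folds were KPC cells 0.829 and M2-like 3.39 after GCV, and KPC cells 0.728 and M2-like 3.90 after D-CAN. At a resolution of 1.2, share folds were KPC cells 0.966, M1-like 1.51 and M2-like 3.52 after GCV, and macrophage-marker cells 1.24 and M1-like 0.742 after D-CAN. With 30 principal components, share folds were KPC cells 0.886 after GCV, and KPC cells 0.764 and macrophage-marker cells 1.2 after D-CAN. With each model clustered alone, share folds were KPC cells 0.881 and macrophage-marker cells 3.31 after GCV, and KPC cells 1.15 (reversed), CAF-marker cells 0.673 and B cells 60.0 after D-CAN. With cells named one by one, share folds were KPC cells 0.839, T cells 4.01 and macrophage-marker cells 3.02 after GCV, and KPC cells 0.767, B cells 19.8, T cells 17.1 and neutrophils 1.80 after D-CAN. CAF list medians were iCAF 0.17, myCAF −0.083, ASC 0.18, fibrosis −0.17 and glycolysis 0.81 after GCV, and iCAF 1.25, myCAF −0.37, ASC 1.53, angiogenesis −0.13, fibrosis 0.18, ribosomal proteins −0.50, HIF1 targets −0.41 and IFN-γ 1.72 after D-CAN. As a share of cells other than KPC tumor cells, share folds were CAF-marker cells 0.641, neutrophils 1.37 and macrophage-marker cells 1.18 after D-CAN. Against the PBS library of the other model, share folds were KPC cells 1.44, CAF-marker cells 0.185, ECs 0.114, B cells 27.2, T cells 3.16, neutrophils 0.737 and macrophage-marker cells 1.81 after GCV, and KPC cells 0.574, CAF-marker cells 2.31 (reversed), ECs 0.753, B cells 0.926 (within counting error of 1), T cells 5.48, neutrophils 1.30 and macrophage-marker cells 1.93 after D-CAN. CAF list medians were iCAF −1.37, myCAF −1.23, apCAF 1.11, ASC 1.05, invasion −0.33, acute phase 0.022, fibrosis −0.72, glycolysis 1.39, HIF1 targets 0.74 and IFN-γ 0.24 (reversed) after GCV, and iCAF 2.31, myCAF 0.64 (reversed), apCAF 0.15, ASC 0.59, angiogenesis 0.22 (reversed), fibrosis 0.41, ribosomal proteins −0.57, initiation factors −0.24, HIF1 targets −0.033 and IFN-γ 1.00 after D-CAN. Medians in KPC cells were invasion 0.25 after GCV, and invasion 0.65, cell death 0.34 (reversed) and IFN-γ 3.27 after D-CAN. These genes reversed: Ccn1 −0.41 in KPC cells after GCV, Cryab 1.26 in KPC cells after D-CAN, Hbb-bs 2.19 in KPC cells after GCV, Hbb-bt 0.38 in CAFs after GCV, Hspb1 1.75 in KPC cells after D-CAN, Il1rl1 0.84 in CAFs after D-CAN and Tac1 1.17 in CAFs after D-CAN. With the mean over cells of each cell's CPM, CAF list medians were iCAF 0.034, myCAF −0.14 and fibrosis −0.51 after GCV, and iCAF 1.24, myCAF −0.98, apCAF 1.57, fibrosis −0.095 (reversed), ribosomal proteins −0.46 and HIF1 targets −0.38 after D-CAN. KPC list medians were invasion 0.88 after GCV, and IFN-γ 3.25 after D-CAN. Under TMM scaling, CAF list medians were iCAF 0.081, myCAF −0.13, acute phase 0.69, fibrosis −0.31 and glycolysis 1.12 after GCV, and iCAF 0.89, myCAF −0.74, apCAF 0.85, ASC 1.22, angiogenesis −0.58, fibrosis −0.17 (reversed), ribosomal proteins −0.61, initiation factors −0.32, HIF1 targets −0.40 and IFN-γ 1.36 after D-CAN. Medians in KPC cells were invasion 0.87 after GCV, and cell death −0.51 and IFN-γ 3.37 after D-CAN. With totals without ribosomal protein and mitochondrial genes, CAF list medians were myCAF −0.59, angiogenesis −0.42, fibrosis −0.014 (reversed) and ribosomal proteins −0.45 after D-CAN. KPC list medians were cell death −0.43 and IFN-γ 3.61 after D-CAN. With a pseudocount of 10 CPM, CAF list medians were apCAF 0.88, angiogenesis −0.21 and IFN-γ 1.19 after D-CAN. Medians in KPC cells were invasion 0.45 after GCV, and cell death −0.24 and IFN-γ 1.64 after D-CAN. Over genes with a mean of at least 10 CPM, CAF list medians were ASC 2.05 after D-CAN. KPC list medians were invasion 0.27 after D-CAN. With the named macrophage clusters as 1 class, which gives M1-like and M2-like the same value, share folds were M1-like 5.14 after GCV, and M1-like 1.005 (within counting error of 1) and M2-like 1.005 after D-CAN.

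The following settings were added. Over the named CAF clusters only, share folds were CAF-marker cells 0.143 after GCV, and CAF-marker cells 0.823 after D-CAN. CAF list medians were iCAF 0.37, myCAF −0.77, apCAF 1.43, ASC 0.70, acute phase 0.82, fibrosis −0.032, glycolysis 0.81, HIF1 targets 0.49 and IFN-γ −0.63 after GCV, and iCAF 0.98, apCAF −0.23 (reversed), ASC 1.61, angiogenesis −0.21, fibrosis −0.077 (reversed), ribosomal proteins −0.37 and HIF1 targets −0.14 after D-CAN. These genes reversed: Akr1c18 −2.29 in CAFs after GCV and Car9 −3.13 in CAFs after GCV. With pericytes added to the CAF-marker cells, CAF list medians were ASC −0.31 after GCV, and myCAF −0.42, apCAF 1.19, ASC 1.36 and fibrosis 0.074 after D-CAN. Over the named macrophage clusters only, share folds were macrophages 5.14 after GCV, and macrophages 1.005 after D-CAN. With KPC cluster 25, low in UMIs, not counted as KPC cells, share folds were KPC cells 0.816 after GCV, and KPC cells 0.772 after D-CAN. With the cells of cluster 25 left out, share folds were KPC cells 0.930 after GCV. With clusters called on more than 1 marker at a resolution of 1.2, share folds were M2-like 3.47 after GCV. Without the CAF clusters that hold more than 9 of 10 cells from 1 library, CAF list medians were iCAF 0.070, myCAF −0.40, ASC 0.24 and acute phase 0.70 after GCV, and iCAF −0.41 (reversed), myCAF 0.34 (reversed), apCAF 1.96, ASC 0.82, angiogenesis 0.17 (reversed), fibrosis 0.010, ribosomal proteins −0.43, HIF1 targets 0.22 (reversed) and IFN-γ 2.06 after D-CAN.

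With each model clustered alone, B and T cells of the Pdgfrb-TK model lay in 1 unnamed mixed cluster, so their folds after GCV have no value under that setting. Few cells limit some results: WT/PBS had 18 B cells, and the named CAF clusters held 17 cells in Pdgfrb-TK/GCV and 101 in Pdgfrb-TK/PBS.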

Differences from the paper's values

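Cell names were rebuilt from marker lists, and folds of shares are written as the paper writes them, with decreases negative. For CAFs after GCV the fold was −1.73 against the paper's −3.2. None of the alternatives set before the data were examined brought it within 1.5 times the paper's value: it lay between −1.69 and −2.06, and at −5.41 against WT/PBS. For CAFs after D-CAN the fold was −1.35 against the paper's −2.1. Of the alternatives set before the data were examined, 4 came within 1.5 times the paper's value, namely top-scored doublets removed (−1.48), a resolution of 0.4 (−1.43), each model clustered alone (−1.49) and the share of cells other than KPC tumor cells (−1.56). At least 500 genes per cell (−1.31), at most 20% mitochondrial UMIs (−1.38), a resolution of 1.2 (−1.35), 30 principal components (−1.38) and cells named one by one (−1.30) did not, and against Pdgfrb-TK/PBS the share was 2.31 times higher. Over the named CAF clusters only, chosen after seeing the values, the shares were 0.143 and 0.823 times those of the controls for GCV and D-CAN. With pericytes added, also chosen after seeing the values, they were 0.512 and 0.692 times.

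For M1 macrophages after GCV the fold was 8.82 against the paper's 1.9. At a resolution of 1.2 it was 1.51, within 1.5 times the paper's value, and it was 8.23 at 0.4. The value at 1.2 rests on a cluster called M1-like on Cd80 alone, which held 262 of the 293 M1-like cells of Pdgfrb-TK/PBS. Without it, a choice made after seeing the values, the fold was 8.22. The named clusters as 1 class give M1 and M2 macrophages the same value by construction, which is no fold of either. After GCV that value was 5.14, not within 1.5 times the paper's for M1 or M2. After D-CAN it was 1.005 (0.914 to 1.11), which is no change, though it lies within 1.5 times the paper's value for both. For M1 macrophages after D-CAN it was 0.355 against the paper's 1.3, so the direction differs, and it was 0.375 and 0.742 at resolutions of 0.4 and 1.2. The value of 0.355 rests on cluster 2, of whose cells 56.6% came from WT/PBS. The M2 markers Mrc1, Cd163, Folr2 and Il10 were raised in that cluster too. The D-CAN share, 1.98%, lay above the 0.248% of Pdgfrb-TK/PBS, so the direction depends on the control library. For M2 macrophages after GCV the fold was 4.75 against the paper's 2.7. The values at resolutions of 0.4 and 1.2 came within 1.5 times the paper's, at 3.39 and 3.52, the first of which rests on 1 cluster called on Chil3 alone. For M2 macrophages after D-CAN it was 2.52 against the paper's 1.3, and at resolutions of 0.4 and 1.2 it was 3.90 and 2.43. These alternatives too were set before the data were examined. The deposited counts held 12280 cells in Pdgfrb-TK/GCV against the paper's 8000 per treatment group, a count that no alternative changes.

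Some directions differ from those the paper states. The paper has fewer apCAF transcripts in CAFs after D-CAN, while the apCAF list stood at 1.06. It fell below 0, to −0.23, over the named CAF clusters only, a setting chosen after seeing the values. The apCAF list was also higher after D-CAN in KPC tumor cells (1.92), pericytes (2.00), neutrophils (1.26), macrophage-marker cells (1.17) and B cells (1.08). It was lower in ECs (−0.42) and T cells (−0.42). The rise is thus not particular to CAFs, and whether free RNA or a shift of the library accounts for it was not tested. The paper has lower iCAF transcripts after GCV, while the interval of the iCAF list included 0, at −0.073. Against WT/PBS that list was lower, at −1.37. The paper has activated fibrosis pathways in CAFs after GCV, while the fibrosis list stood at −0.46 and was below 0 under all settings run, from −0.72 to −0.032. The value of −0.032 is over the named CAF clusters, with 17 cells after GCV, where the median over all genes was −0.050. Cluster 4 held 254 of the 271 CAF-marker cells after GCV and 298 of 399 in Pdgfrb-TK/PBS. The pooled −0.46 thus need not be a fall within clusters. After D-CAN the paper has lower fibrosis pathways, while the list stood at 0.040. It fell below 0 with the mean over cells (−0.095), TMM scaling (−0.17) and totals without ribosomal protein and mitochondrial genes (−0.014), and over the named CAF clusters only (−0.077), chosen after seeing the values. The paper has an activated cell death pathway in KPC cells after D-CAN, while the cell death list stood at −0.36, and above 0 against Pdgfrb-TK/PBS, at 0.34. That list was lower after D-CAN in CAF-marker cells (−1.29), pericytes (−0.61), ECs (−0.51), T cells (−0.45), macrophage-marker cells (−0.45) and neutrophils (−0.28) too. It was higher in B cells (0.53). The lower value is thus not particular to KPC cells, and a difference of the WT/PBS library may account for it. The lists used here are not the gene sets of the paper's pathway analysis.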

Other observations

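The tests of the rise of MHC class II genes, of Hspb1 over cell types and of Iglc1 were chosen only after the results were seen, as was the use of the planned comparison of D-CAN shares with Pdgfrb-TK/PBS as a test.

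The 2 PBS libraries lay apart in several shares, so 4 D-CAN shares were also set against Pdgfrb-TK/PBS. For T cells the D-CAN share was 5.48 times that of Pdgfrb-TK/PBS, and for ECs 0.753 times, so these 2 directions do not rest on WT/PBS alone. For B cells it was 0.926 times, and for CAF-marker cells 2.31 times. The D-CAN folds of B cells and CAF-marker cells may thus come from few B cells and many CAF-marker cells in WT/PBS. The 2 PBS libraries also differ in host genotype, which was not tested, and an effect of D-CAN stays open.

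The iCAF and adipose stromal cell lists were higher in CAF-marker cells after D-CAN, where cluster 9 was found mostly. Without cluster 9 the iCAF list stood at −0.89 and the adipose stromal cell list at 0.11 (0.022 to 0.18). Without cluster 10 as well, which came mostly from WT/PBS, they stood at −0.41 and 0.82, a setting chosen after the data were seen. By these medians, a rise carried by cluster 9 alone and one shared by other clusters cannot be told apart for either list. Cluster 9 stood highest for the iCAF list and came mostly from D-CAN, so leaving it out lowers the D-CAN side by construction, while WT/PBS keeps cluster 10. Summed iCAF genes were higher in D-CAN than in WT/PBS within clusters 4 (4746 against 3304 CPM), 10 (13502 against 6841) and 12 (787 against 476). Summed adipose stromal cell genes were higher within clusters 4 (3241 against 1612 CPM) and 10 (3332 against 2508) and lower within 12 (1416 against 1600). A sum can rest on few genes, and cluster 10 held 13 cells of D-CAN. The apCAF list stood at 1.70 without cluster 9. Whether D-CAN or something else about that library gave rise to cluster 9 was not tested.

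MHC class II genes of the apCAF list stood at 225 CPM in CAF-marker cells of Pdgfrb-TK/GCV and 205 CPM in Pdgfrb-TK/PBS. Taken as a measure of free RNA, KPC tumor cells had them at 57.8 and 29.9 CPM, 25.7% and 14.6% of the level in CAF-marker cells, which argues against free RNA as the source of most of the level. The rise was 19.7 CPM in CAF-marker cells and 27.8 CPM in KPC tumor cells, 141% as much. More free RNA after GCV may therefore account for the higher MHC class II level in CAF-marker cells, as may a rise in both cell types under GCV, which was not tested.

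Ribosomal protein genes were lower in CAF-marker cells after D-CAN, at −0.40. They were lower in KPC tumor cells (−0.21), macrophage-marker cells (−0.50), neutrophils (−1.18), pericytes (−0.50), T cells (−0.40), B cells (−0.33) and ECs (−0.62) too, so a shift of the whole library may account for the change in CAFs. An effect of D-CAN on all cell types stays open and was not tested. HIF1 targets after GCV stood at 0.93 in CAF-marker cells, 0.87 in macrophage-marker cells, 0.46 in KPC tumor cells and 0.20 in neutrophils. Glycolysis genes stood at 0.97, 0.57, 0.37 and 0.13 in the same cells. The lower values in KPC tumor cells and neutrophils argue against an equal shift of the library as the whole cause of either. In pericytes, ECs, B cells and T cells, HIF1 targets stood at 0.66, 0.18, 0.53 and 0.41, and glycolysis genes at 0.68, 0.61, 0.35 and −0.040. HIF1 targets were thus higher in all 8 cell types, while glycolysis genes were not higher in T cells. Whether a shift accounts for part of either change was not tested. After D-CAN the HIF1 targets stood at −0.20 in CAF-marker cells, against 0.34 in KPC tumor cells, 0.12 in macrophage-marker cells and 0.52 in neutrophils, which argues against a shift of the whole library. T cells (0.34) and B cells (0.46) lay above 0 too, while ECs (−0.99) and pericytes (−1.02) moved with the CAF-marker cells.

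KPC cluster 25 held 15.1% of Pdgfrb-TK/GCV and had a median of 735 UMIs per cell there. Markers of host cell types stood at 64.6% of their level over all cells of that library, and at 45.6%, 13.5% and 14.7% in Pdgfrb-TK/PBS, D-CAN and WT/PBS. The values are consistent with droplets that hold free RNA in place of a cell, at least in Pdgfrb-TK/GCV. An effect of GCV on these cells was not tested.

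Hspb1 and Cryab stood at −2.79 and −3.26 in KPC tumor cells after D-CAN. Hspb1 was lower in neutrophils (−4.13), CAF-marker cells (−2.63) and macrophage-marker cells (−2.59) as well. Between Pdgfrb-TK/PBS and WT/PBS it stood, in KPC tumor cells, at −4.54. WT/PBS may thus differ from the other libraries in this gene over many cell types, without regard to D-CAN. A list of 11 other heat shock genes stood at −0.81 in KPC tumor cells after D-CAN, −2.10 in CAF-marker cells, −0.96 in ECs, −2.05 in pericytes, −0.34 in macrophage-marker cells, −0.41 in T cells, −0.20 in B cells and 0.64 in neutrophils. In Pdgfrb-TK/PBS over WT/PBS it was lower in all of these, at −1.15, −2.45, −2.90, −2.89, −2.05, −1.59, −1.32 and −1.18 in the same order. A heat shock response in WT/PBS and other causes cannot be told apart, since the value in KPC tumor cells lies between −1, at which such a response was to be seen, and −0.5, above which it was not. After GCV the heat shock list stood, in KPC tumor cells, at 0.61.

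IFN-γ response genes were higher in KPC tumor cells after D-CAN. Without MHC class I genes, 22 genes of the list summed to 799.8 CPM in D-CAN and 76.8 CPM in WT/PBS. In D-CAN this is 33.4% of the level in macrophage-marker cells, while macrophage markers reached 0.448%, so the first percent is 74.5 times the second. This argues against free RNA from immune cells as the source. The same genes were higher in macrophage-marker cells of D-CAN too, at 2397 against 701 CPM. The whole list was higher after D-CAN in every cell type scored. It stood at 3.39 in B cells, 2.23 in neutrophils, 1.69 in ECs, 1.52 in CAF-marker cells, 1.04 in pericytes and 0.72 in T cells. The B cell value rests on few counts, since the 18 B cells of WT/PBS held 9 UMIs of the 22 genes. In B cells these genes summed to 1088 CPM in D-CAN and 278 CPM in WT/PBS. A response to D-CAN across cell types may be the source, as a hypothesis. So may a shift of the whole library or another difference between the 2 libraries, which was not tested.

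Iglc1, among the largest rises in KPC tumor cells after D-CAN, had 98.9% of its UMIs in 1 cell, so the size of the rise may come from that cell. The other KPC tumor cells of D-CAN held 90 UMIs, in 78 cells, against none in WT/PBS, so that cell is not the only one with Iglc1. These 90 UMIs lie under the 100 UMIs needed for ranking, so the gene's place among the largest rises rests on that cell. What that cell is, and whether free RNA gives the other UMIs, was not tested.

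Between the PBS libraries, Pdgfrb-TK/PBS over WT/PBS, list medians in CAF-marker cells were −0.17 for iCAF, −1.13 for myCAF, 0.86 for apCAF and 1.25 for adipose stromal cell genes. They were −0.041 for HIF1 targets, 0.42 for glycolysis, −0.33 for acute phase, −0.32 for fibrosis, −0.63 for angiogenesis and 0.70 for IFN-γ response genes. For invasion, cell death, ribosomal protein and initiation factor genes they were −0.54, −1.01, 0.19 and −0.041. In CAF-marker cells after D-CAN the invasion list stood at −0.26 and the cell death list at −1.29.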
